# Homodimer-mediated phosphorylation of C/EBPα-p42 S16 modulates acute myeloid leukaemia differentiation through liquid-liquid phase separation

**DOI:** 10.1038/s41467-023-42650-3

**Published:** 2023-10-30

**Authors:** Dongmei Wang, Tao Sun, Yuan Xia, Zhe Zhao, Xue Sheng, Shuying Li, Yuechan Ma, Mingying Li, Xiuhua Su, Fan Zhang, Peng Li, Daoxin Ma, Jingjing Ye, Fei Lu, Chunyan Ji

**Keywords:** Phosphorylation, Epigenetics, Acute myeloid leukaemia, Mechanisms of disease, Drug regulation

## Abstract

CCAAT/enhancer binding protein α (C/EBPα) regulates myeloid differentiation, and its dysregulation contributes to acute myeloid leukaemia (AML) progress. Clarifying its functional implementation mechanism is of great significance for its further clinical application. Here, we show that C/EBPα regulates AML cell differentiation through liquid-liquid phase separation (LLPS), which can be disrupted by C/EBPα-p30. Considering that C/EBPα-p30 inhibits the functions of C/EBPα through the LZ region, a small peptide TAT-LZ that could instantaneously interfere with the homodimerization of C/EBPα-p42 was constructed, and dynamic inhibition of C/EBPα phase separation was observed, demonstrating the importance of C/EBPα-p42 homodimers for its LLPS. Mechanistically, homodimerization of C/EBPα-p42 mediated its phosphorylation at the novel phosphorylation site S16, which promoted LLPS and subsequent AML cell differentiation. Finally, decreasing the endogenous C/EBPα-p30/C/EBPα-p42 ratio rescued the phase separation of C/EBPα in AML cells, which provided a new insight for the treatment of the AML.

## Abstract (web summary)

CCAAT/enhancer binding protein α (C/EBPα) regulates myeloid differentiation, and its dysregulation contributes to acute myeloid leukaemia progress. Here the authors show that homodimer-mediated phosphorylation of C/EBPα-p42 modulates acute myeloid leukaemia cell differentiation by liquid-liquid phase separation.

## Introduction

CCAAT/enhancer-binding protein alpha (C/EBPα) is a basic-leucine zipper (bZIP) transcription factor and serves as a main regulator of myeloid differentiation and leukaemogenesis^1,2^. Two major C/EBPα protein isoforms exist: the 42 kDa full length protein (p42) and the 30 kDa truncated isoform (p30), which lacks a transactivation domain, compared with the C/EBPα-p42^3,4^. The previous studies proved that C/EBPα enhanced cell differentiation and blocked the cell cycle progression by blocking the miR-182 expression^5^, activating *CSF3R*^6^ or *IL6R*^7^, repressing *CEBPG*^8^ and E2F^9^, respectively. Meanwhile, C/EBPα was necessary for long-term self-renewal and lineage initiation of hematopoietic stem cells^10^, and improved the curative effects of the LSD1 inhibitor in the treatment of AML^11^.

C/EBPα mutation had been widely used in the clinical diagnosis and treatment of AML^12,13^. The majority of AML patients with C/EBPα mutation are biallelic mutations. The selective loss of C/EBPα-p42 was found in these patients because they usually have one allele carrying the N-terminal mutation and the other carrying the C-terminal mutation^14–16^. As we all know, the N-terminal mutations often expressed C/EBPα-p30 which could form C/EBPα-p30 homodimers, and the C-terminal mutations could either block dimerization of C/EBPα with itself or with other members of the C/EBP family. Thus, C/EBPα-p30 homodimers are the only functional C/EBPα dimers in these patients and work independently of C/EBPα-p42 by different mechanisms. For example, C/EBPα-p30 sustained leukaemic growth via the CD73/A2AR axis^17^; it alleviated immunosuppression of CD8 + T cells by inhibiting autophagy-associated secretion of IL-1β in AML^18^. Meanwhile, the previous studies also reported that C/EBPα-p30 is generally considered to be an inhibitor of C/EBPα-p42 in normal genotype cells. Mechanistically, this inhibition is mainly due to the formation of C/EBPα-p30:C/EBPα-p42 heterodimers, which, in contrast to C/EBPα-p42 homodimers, impair the transactivation- and DNA-binding capacity^4,19–23^. In summary, the functions of C/EBPα in various pathophysiological processes have been clarified. Further clarification of the specific molecular mechanism to achieve its functions is of great significance for the development of related drugs targeted at C/EBPα.

Liquid–liquid phase separation (LLPS) has been recognized as a mechanism that regulates crucial biological processes^24–26^. Many biological regulatory factors including transcription factors^27^, gene promoters^28^ and super-enhancers^29^, have been confirmed to induce the LLPS via chemical modification^30,31^, DNA^32^ or RNA binding^33^ and the formation of multiprotein complexes^34^. Clarifying the mechanism of phase separation of specific molecules and its regulatory effects on molecular functions is crucial for biological processes and even diseases.

Here, we show that C/EBPα promotes AML cell differentiation through LLPS, which can be disrupted by its dominant negative mutant C/EBPα-p30. Mechanistically, homodimer-mediated phosphorylation of C/EBPα S16 modulates the LLPS and thus governs AML differentiation. At last, we decreased the endogenous C/EBPα-p30/C/EBPα ratio to rescue the phase separation of C/EBPα in AML cells and significantly enhance drug efficacy. Our study clearly depicts a model in which LLPS is dependent on homodimers-mediated phosphorylation, which lays a theoretical foundation for understanding the regulatory mechanism of LLPS by an endogenous dominant negative mutant.

## Results

### C/EBPα undergoes an abnormal particle alteration during cell differentiation

The combination of Ara-C and Dox has been used as the standard first-line chemotherapy for AML patients. Inducing differentiation of AML cells is believed as an important mechanism for chemotherapeutic drugs^35–37^. In our GFP + MLL-AF9 AML mouse models (Fig. 1a–c), we observed that the number of endogenous C/EBPα particles in GFP-tagged MLL-AF9 cells was significantly increased after being treated with Ara-C and Dox (Fig. 1d and Supplementary Fig. 1a), suggesting that the C/EBPα particles may be involved in the cell differentiation induced by chemotherapeutic drugs. Furthermore, we isolated CD34+ primary AML cells from AML patients (*n* = 6) and treated them with Ara-C and Dox in vitro. As expected, the number of endogenous C/EBPα condensates was gradually increased after the addition of both drugs (Fig. 1e and Supplementary Fig. 1b). Similar results were also observed in PMA-induced differentiation of AML cell line THP-1^38^ (Fig. 1f and Supplementary Fig. 1c). In addition, we also detected the endogenous C/EBPα condensates in two other differentiation systems. Briefly, we confirmed the differentiation of 3T3-L1 cells into adipocytes by Oil Red O assay, and found that endogenous C/EBPα condensates were significantly increased in adipocytes (Supplementary Fig. 1d, e). Moreover, we observed the increase of endogenous C/EBPα condensates during the differentiation of 32Dcl3 cells into granulocytes (Supplementary Fig. 1f, g). Collectively, the results indicate that endogenous C/EBPα undergoes an abnormal particle alteration when it induces cell differentiation.

**Fig. 1:**
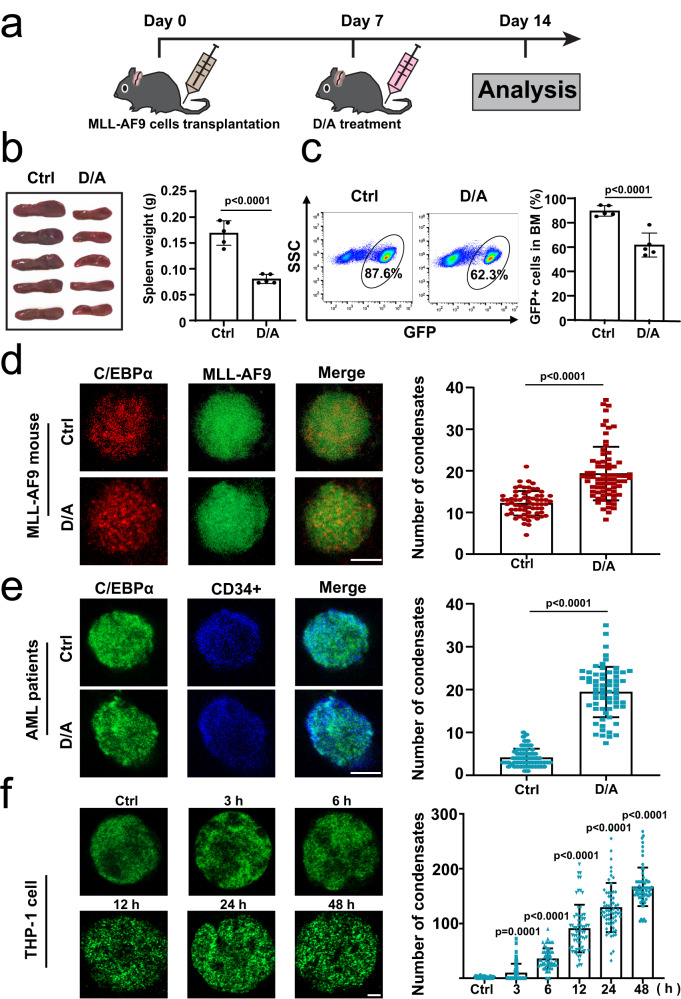
C/EBPα undergoes an abnormal particle alteration during cell differentiation. **a** Experimental schematic for the establishment of the Dox/Ara-C (D/A) treated GFP + MLL-AF9 mouse model. **b** Representative photographs and weights of spleens isolated from the groups of GFP + MLL-AF9 mice at 7 days after treatment (*n* = 5 mice per group). A two-tailed unpaired Student’s *t* test was used for statistical analysis and data were presented as mean values  ±  SEM. **c** Flow cytometric analysis of GFP + MLL-AF9 leukaemia cells in BM of the control and D/A groups (*n* = 5 mice per group). A two-tailed unpaired Student’s *t* test was used for statistical analysis and data were presented as mean values  ±  SEM. **d** Immunofluorescence photograph analysis of the number of endogenous C/EBPα condensates in each GFP + MLL-AF9 leukaemia cell in the control and D/A groups. Quantification of C/EBPα condensates (*n* =  3 biologically independent experiments). A two-tailed unpaired Student’s *t* test was used for statistical analysis, and data were presented as mean values  ±  SEM. **e** Immunofluorescence photograph analysis of the number of endogenous C/EBPα condensates in each CD34+ primary AML cell treated with the control or D/A (Ara-C:50 nM; Dox:0.2 μg/mL) for 24 h. Quantification of C/EBPα condensates (*n* =  6 AML patients). A two-tailed unpaired Student’s *t* test was used for statistical analysis, and data were presented as mean values  ±  SEM. **f** Immunofluorescence photograph analysis of the number of endogenous C/EBPα condensates in each THP-1 cell stimulated with 100 ng/mL PMA for 0 h, 3 h, 6 h, 12 h, 24 h and 48 h. Quantification of C/EBPα condensates (*n* =  3 biologically independent experiments). A two-tailed unpaired Student’s *t* test was used for statistical analysis, and data were presented as mean values  ±  SEM. The experiments in (**d**, **f**) were observed at least 20 random fields in each experiment. For (**e**), at least 10 random fields were observed in each experiment. For (**d**, **e**), scar bars, 5 μm. For (**f**), scar bar, 2 μm. Source data are provided as a Source Data file.

### C/EBPα undergoes LLPS

LLPS is a newly recognized organization form of intracellular proteins, which mainly displays as protein particles. To verify whether the endogenous C/EBPα condensates were from LLPS, we analysed the amino acid sequence of C/EBPα with the IUPred protein structure prediction server and found that it contained disordered regions that tend to undergo LLPS (Fig. 2a). Then, PEG was added to purified EGFP-tagged C/EBPα protein (Supplementary Fig. 2a) to evaluate whether C/EBPα formed LLPS in vitro. Compared with the purified EGFP protein, the C/EBPα solution exhibited turbidity under crowding conditions (Fig. 2b). Furthermore, we observed that purified EGFP-C/EBPα protein formed micrometre-sized spheres and then could be substantially eliminated after 2 min treatment with 10% 1,6-hexanediol (1,6-Hex) prior to imaging, a compound that interferes with weak hydrophobic interactions and inhibits droplet formation (Fig. 2c). However, purified EGFP proteins had no significant change (Fig. 2c). To further illustrate the biophysical properties of the purified EGFP-C/EBPα heterotypic droplets, we operated fluorescence recovery after photobleaching (FRAP) experiment to assess the dynamics of the droplets. Notably, the droplet showed a relatively rapid fluorescence recovery (~40 s, 80% recovery) after bleaching, suggesting that the droplets were in a liquid-like state (Fig. 2d). Simultaneously, the phase-separated droplets exhibited rapid fusion observed in the fluoresce and differential interference contrast (DIC) (Fig. 2e).

**Fig. 2:**
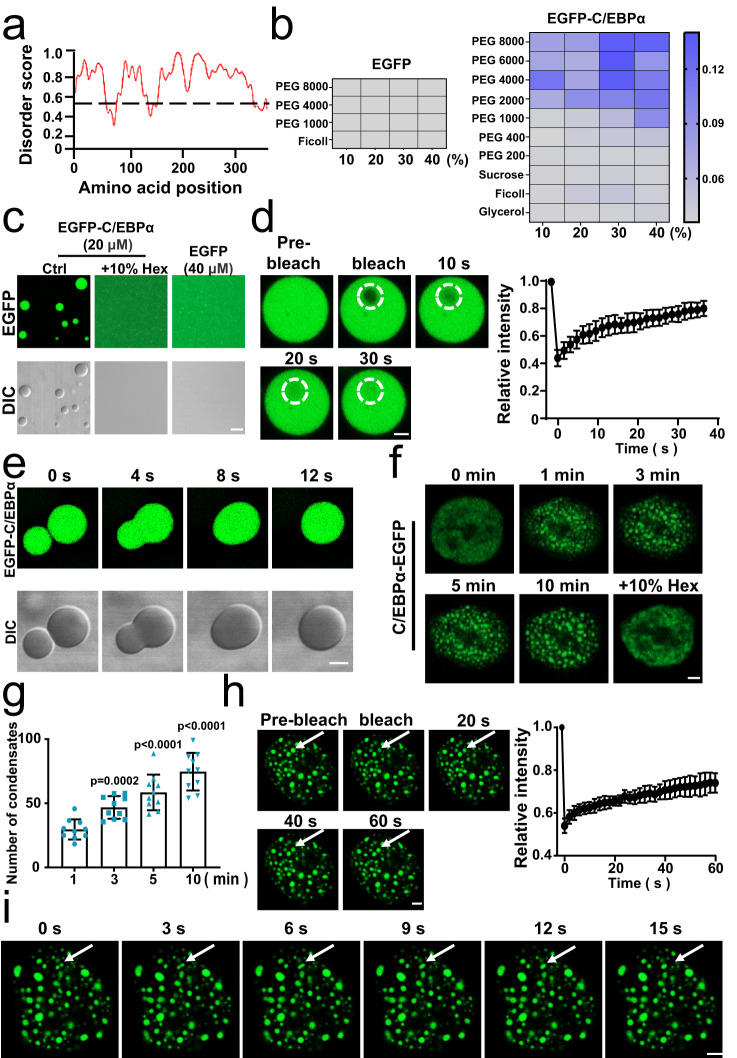
C/EBPα undergoes LLPS. **a** Analysis of disordered regions in C/EBPα. IUPred was used to analyse the regions of C/EBPα; Regions with a score of greater than 0.5 (above the dotted line) were considered disordered. **b** Turbidity of purified EGFP-C/EBPα protein (20 μM) increased after treatment with crowding agents, while EGFP protein did not. **c** EGFP-C/EBPα (20 μM) droplets were formed after treatment with 250 mM NaCl and 10% PEG 8000 and then disappeared after 2 min addition of 10% 1,6-Hex, while EGFP did not exhibit these properties. **d** Representative FRAP images of EGFP-C/EBPα droplets. The dotted circle shows the bleached area. The FRAP curve of EGFP-C/EBPα droplets was analysed with different droplets (*n* = 8). Data are presented as mean values ±  SEM. **e** Fusion of EGFP-C/EBPα droplets was imaged in the fluorescence and DIC channels (*n* =  3 biologically independent experiments). **f** C/EBPα formed puncta in HEK 293 T living cells transfected with C/EBPα-EGFP after 0.1 M mannitol treatment and then disappeared after 2 min the addition of 10% 1,6-Hex (*n* =  3 biologically independent experiments). **g** Quantification of C/EBPα puncta in Fig. 2f (*n* = 10 cells). A two-tailed unpaired Student’s *t* test was used for statistical analysis, and data were presented as mean values  ±  SEM. **h** Representative FRAP images of C/EBPα puncta in HEK 293 T living cells transfected with C/EBPα-EGFP after 0.1 M mannitol treatment. The white arrow indicated bleached area. The FRAP curve of C/EBPα-EGFP droplets was analysed with different droplets (*n* = 8 cells). Data are presented as mean values ±  SEM. **i** Fusion of C/EBPα-EGFP droplets in the HEK 293 T living cells transfected with C/EBPα-EGFP after 0.1 M mannitol treatment was imaged (*n* =  3 biologically independent experiments). For (**c**), scar bar, 5 μm. For (**d**–**f**, **h**, **i**), scar bars, 2 μm. Source data are provided as a Source Data file.

To test whether C/EBPα also undergoes LLPS in cells, we over-expressed EGFP-tagged C/EBPα in HEK 293 T cells (Supplementary Fig. 2b). Considering that some transcription factors proteins, such as YAP1^39^ and SEUSS^40^, should be activated by LLPS to regulate gene transcription upon hyperosmotic stimulation, we used mannitol-induced osmotic stress to induce condensation of C/EBPα in HEK 293 T cells. After 10 min hyperosmotic stress stimulation with 0.1 M mannitol, we found small green granules of C/EBPα became clearer and more apparent in the nucleus of overexpressed C/EBPα-EGFP HEK 293 T (Fig. 2f, g and Supplementary Fig. 2d). In addition, the granules were also abolished after 2 min treatment with 10% 1,6-Hex (Fig. 2f), which was similar to the results in vitro. Meanwhile, the EGFP group failed to show condensates following 0.1 M mannitol stress in HEK 293T-EGFP cells (Supplementary Fig. 2c). Then, we further illustrated the dynamics of the C/EBPα droplets using FRAP assay. The analysis of FRAP showed 80% fluorescence recovery within 60 s after bleaching (Fig. 2h) and reconfirmed the LLPS of C/EBPα in HEK 293 T over-expressed EGFP-tagged C/EBPα cells. Moreover, the fusion of C/EBPα-EGFP puncta was also noticed (Fig. 2i). In summary, C/EBPα undergoes LLPS. In addition, C/EBPα is a member of the C/EBP (CCAAT/enhancer binding protein) family which also includes C/EBPβ, C/EBPδ, C/EBPε, C/EBPγ, and C/EBPζ. To probe the LLPS potential of other C/EBP family members, we expressed C/EBPδ, C/EBPε and C/EBPγ in HEK 293 T cells but did not observe puncta formation after 10 min of hyperosmotic stress (Supplementary Fig. 2e).

C/EBPα is a transcription factor. To confirm the influence of phase separation on transcription function of C/EBPα, we performed CHIP-sequencing (CHIP-seq) and RNA-seq for PMA treated THP-1 cells. 

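RNA-seq was carried out on THP-1, a human monocytic leukaemia cell line, left untreated or treated with PMA. PMA is a phorbol ester that activates protein kinase C and drives these cells toward a macrophage state. Each group had 3 libraries, which the legend of Supplementary Fig. 2 describes as biologically independent experiments. The PMA dose and duration of these libraries are not given in the sources used here. The mRNA was captured with oligo(dT) beads and sequenced as read pairs. The authors deposited, for each gene and library, an estimated count and an FPKM value on hg38. The estimated counts summed to 79445382, 88227830 and 61547700 in the untreated libraries and to 65698834, 64361886 and 64956699 in the PMA libraries. Low counts piled up at multiples of 4 (37.2% to 39.1% of the values from 3 to 22 in each library, against the 25% of whole numbers in that range). This pattern is as if a read pair counted as about 4, which was not tested. Mitochondrially encoded genes took 4.33%, 4.46% and 7.45% of the counts in the untreated libraries and 5.8%, 6.25% and 6.29% in the PMA libraries.
The authors name DESeq2 for the expression analysis. Here the counts as deposited were tested with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment. The test covered the 12947 genes with an FPKM of at least 1 in at least 3 of the 6 libraries. At an adjusted p under 0.05, 4232 genes were higher after PMA, 4253 were lower and 4462 did not pass the test. Among the called genes, 1881 were at least 2-fold higher and 1085 at least 2-fold lower. The number of 2-fold calls was 484 higher and 316 lower by limma on FPKM with a pseudocount of 5, 3162 higher and 1852 lower by edgeR with no filter, and 3694 higher and 1879 lower by DESeq2. More genes were tested with no filter (35042) and by DESeq2 (26828) than in the main test (12947). PMA replicates 2 and 3 were closer to each other than any other pair of the same group. Their chi-square per gene, on counts divided by 4, had a mean of 2.64, above the 1 that sampling alone gives. The other pairs had means from 11.1 to 25.3, and the medians were 0.80 for PMA replicates 2 and 3 and from 1.59 to 2.65 for the other pairs, against 0.45 from sampling alone. The values do not settle whether replicates 2 and 3 are separate cultures, and all 3 PMA libraries were kept as replicates. With PMA replicates 2 and 3 added together, 3862 genes were higher and 3732 lower. The counting is not stated to use strand, so reads of a gene and of an antisense or overlapping partner cannot be told apart.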

The results of GSEA analysis of CHIP-seq data showed that the phase-separated C/EBPα activated some differentiation-related pathways in PMA treated THP-1 cells, including developmental growth involved in morphogenesis, myeloid cell differentiation, developmental maturation and macrophage activation. 

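Of the 7 tested genes that carry Gene Ontology terms of macrophage activation in the deposited table, 5 were higher in PMA-treated than in untreated THP-1 cells and 0 lower (6 and 0 when adjusted over the list alone). The lowest member, JMJD6, had a log2 fold change of 0.05 (standard error 0.12) that did not pass. They include both chains of the interferon-gamma receptor, IFNGR2 with a log2 fold change of 1.94 (standard error 0.09) and IFNGR1 with 0.85 (standard error 0.07). The interferon-induced gene IFI35 had 3.97 (standard error 0.20). It was also a member of a list of interferon-stimulated genes, of which all 32 tested were higher, at a median of 5.09. IFNGR2, on chromosome 21 of hg38 from 33403413 to 33437516, had 29.9 ± 2.01 CPM (counts scaled to library size) without PMA and 115 ± 6.04 with it (SD, n = 3 in each group). Its adjusted p was 9.32e-07 from edgeR's quasi-likelihood test. Myeloid cell differentiation genes went both ways, 35 of 89 higher and 35 lower (35 and 36 when adjusted over the list alone). OCSTAMP and DCSTAMP, transmembrane proteins of the cell fusion that makes osteoclasts and multinucleated macrophages, rose by log2 fold changes of 7.22 (standard error 0.31) and 5.16 (standard error 0.22). GPR183, an oxysterol receptor, rose by 5.70 (standard error 0.25). The metallothionein gene MT1G, whose reads may be shared with its near-identical paralogs, had the largest fall of the pathway, −3.37 (standard error 0.31).
Among 39 tested genes of developmental maturation, 18 were higher and 11 lower (18 and 11 when adjusted over the list alone). FAM20C, a kinase of secreted proteins, rose by a log2 fold change of 3.21 (standard error 0.17). RPS6KA2, a ribosomal S6 kinase, rose by 3.10 (standard error 0.13), and REC8, a meiotic cohesin subunit, by 2.80 (standard error 0.22). RHEX, a regulator of erythroid expansion, fell, at −2.56 (standard error 0.12). For developmental growth involved in morphogenesis, 8 of 23 tested genes were higher and 8 lower (10 and 8 when adjusted over the list alone). NRP2, a semaphorin and VEGF receptor, went from 11.5 ± 0.987 to 79.0 ± 3.96 CPM (SD, n = 3), a log2 fold change of 2.78 (standard error 0.10). The deubiquitinase USP9X had 0.65 (standard error 0.09) and the lysosome-related SPG11 0.62 (standard error 0.09). WNT7B, a Wnt ligand, fell from 38.8 ± 2.62 to 9.22 ± 0.609 CPM (SD, n = 3), a log2 fold change of −2.07 (standard error 0.10).
GSEA over all tested genes, ranked by the signed square root of edgeR's F statistic and scaled by permutation of genes (10000 random gene sets), gave normalized enrichment scores of 1.60 for macrophage activation (p = 0.024), 1.46 for developmental maturation (p = 0.0432), 1.20 for myeloid cell differentiation (p = 0.175) and 0.65 for developmental growth involved in morphogenesis (p = 0.913). After Benjamini-Hochberg adjustment over the 4 pathways the GSEA p-values were 0.0863, 0.0863, 0.233 and 0.913, so none of the 4 passed at an adjusted p under 0.05. With the 20 labelled splits of the 6 libraries as the reference, whose smallest permutation p is 0.1, the scores were 1.26, 1.65, 1.68 and 1.02 in the same order (p = 0.1, 0.1, 0.1 and 0.5). Macrophage activation passed by DESeq2's ranking (1.80, adjusted p = 0.0038) and with no filter on low values by edgeR (1.91, adjusted p = 0.00233). It also passed by camera with its preset correlation (adjusted p = 0.00938, and adjusted p = 0.213 with an estimated correlation). By GSEA it passed too with array weights by limma (1.68, adjusted p = 0.0474) and with a block for the replicate number (1.63, adjusted p = 0.0441). Developmental maturation passed by GSEA with that block (1.54, adjusted p = 0.0441). Over all settings run, the adjusted p of macrophage activation from GSEA or camera ranged from 0.00233 to 0.476. Developmental growth turned to −0.87 by DESeq2's ranking and to −0.73 by limma on log2 FPKM.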

Meanwhile, GSEA analysis of RNA-seq data also showed the phase-separated of C/EBPα activated the same differentiation-related pathways (Supplementary Fig. 2f–h). In general, the LLPS of C/EBPα promotes cell differentiation by binding with the promoter of some key downstream molecules.

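Macrophage markers were higher as a group in the PMA-treated cells, and DNA replication genes were lower. Of 19 tested macrophage markers, 14 rose and 3 fell (14 and 3 when adjusted over the list alone). The median log2 fold change was 2.83 (camera adjusted p = 6.38e-10, and adjusted p = 0.0359 with an estimated correlation). SIGLEC1, a sialic acid-binding receptor of macrophages, lies on chromosome 20 of hg38 from 3686970 to 3712600. It went from 2.78 ± 1.46 to 503 ± 36.0 CPM (SD, n = 3 in each group). Its log2 fold change was 7.48 (standard error 0.38, adjusted p = 1.76e-06 from edgeR's quasi-likelihood test). CSF1R, the receptor for macrophage colony-stimulating factor on chromosome 5 from 150053291 to 150113372, went from 20.0 ± 1.35 to 666 ± 38.1 CPM (SD, n = 3), a log2 fold change of 5.06 (standard error 0.10). SPP1, which encodes osteopontin, rose by 5.47 (standard error 0.46), and the apolipoprotein gene APOC1 fell, at −1.27 (standard error 0.30). The list held 32 markers, and a gene could reach the FPKM minimum through 1 group alone. SIGLEC1 did so through the PMA libraries (mean FPKM 0.337 without and 59.3 with PMA). APOC1 did so through the untreated libraries (1.56 without and 0.623 with PMA). Entry through the PMA libraries alone adds rises to the counts of a list. CD68, a lysosomal marker of macrophages, rose by a log2 fold change of 0.72 (standard error 0.09, adjusted p = 0.000283 from edgeR's quasi-likelihood test). ITGAM, which encodes CD11b, was at 12.5 ± 0.837 CPM without PMA and 12.5 ± 1.19 with it (SD, n = 3). Its log2 fold change was 0.00 (standard error 0.12, adjusted p = 0.996 from the same edgeR test). For CD68 the FPKM values of the groups did not overlap (exact permutation test, two-sided p = 0.1, the smallest that 3 against 3 libraries allow). For ITGAM the exact permutation p was 0.7.
Transcription factors of the myeloid lineage were mostly higher, 14 of 18 with 1 lower (14 and 1 when adjusted over the list alone), at a median log2 fold change of 0.96 (camera adjusted p = 7.73e-06, and adjusted p = 0.0359 with an estimated correlation). BCL6 rose by 3.75 (standard error 0.20), KLF4, a driver of monocyte differentiation, by 3.68 (standard error 0.18) and BHLHE40 by 3.06 (standard error 0.10). IRF8 fell, at −0.32 (standard error 0.08), a call that was lost with quantile normalization of the FPKM values (−0.17, adjusted p = 0.0915 by limma, the highest over all settings run, with 5.71e-05 the lowest). AP-1 and EGR factors, which respond to protein kinase C and MAPK signalling, were higher for 16 of 19 and lower for 2 (16 and 2 when adjusted over the list alone). Their median was 1.83 (camera adjusted p = 3.88e-11, and adjusted p = 0.0824 with an estimated correlation). EGR2 rose by 7.36 (standard error 0.30) and ATF3 by 5.58 (standard error 0.19). BATF3 fell, at −0.63 (standard error 0.15). In a list of myeloid differentiation genes written apart from the Gene Ontology terms, 63 of 101 were higher and 16 lower (63 and 18 when adjusted over the list alone). The median was 0.64 (camera adjusted p = 9.26e-08, and adjusted p = 0.0359 with an estimated correlation). MYC fell there, at −1.83 (standard error 0.08). In a list of macrophage activation genes written in the same way, 28 of 42 were higher and 7 lower (28 and 7 when adjusted over the list alone). That list had a median of 0.97 (camera adjusted p = 2.71e-07, and adjusted p = 0.0521 with an estimated correlation). Among its members were HAVCR2, an inhibitory receptor, at 5.01 (standard error 0.38) and AIF1, an actin-binding protein of macrophages, at −2.34 (standard error 0.18).
Myeloid progenitor genes were higher for 4 of 15 and lower for 9 (4 and 10 when adjusted over the list alone). These had a median of −0.37 (camera adjusted p = 0.00582, and adjusted p = 0.0882 with an estimated correlation). PRTN3, ELANE and CTSG, the serine proteases of primary granules, fell, at −3.30 (standard error 0.14), −2.52 (standard error 0.12) and −2.32 (standard error 0.24). The receptor FLT3 rose by 2.34 (standard error 0.23). Of 35 DNA replication genes, 34 were lower and 0 higher (35 and 0 when adjusted over the list alone). Their median was −0.92 (camera adjusted p = 1e-11, and adjusted p = 0.0359 with an estimated correlation). MCM3, a subunit of the replicative helicase, went from 847 ± 23.2 to 225 ± 14.8 CPM (SD, n = 3), a log2 fold change of −1.91 (standard error 0.08). Of 35 mitosis genes, 31 were lower and 0 higher (33 and 0 when adjusted over the list alone). The mitosis genes had a median of −0.80 (camera adjusted p = 9.26e-08, and adjusted p = 0.0882 with an estimated correlation). CDC20 was at −1.58 (standard error 0.12) and CCNA2, cyclin A2, at −1.29 (standard error 0.11). The E2F and retinoblastoma family had 3 of 13 genes higher and 7 lower (3 and 7 when adjusted over the list alone) and did not pass as a list (camera adjusted p = 0.409). RB1 rose by 1.24 (standard error 0.12) and E2F5 fell, at −1.18 (standard error 0.10). Among 4 tested inhibitors of cyclin-dependent kinases, CDKN1A, which encodes p21, rose by 4.44 (standard error 0.12) and CDKN2C fell, at −0.34 (standard error 0.07) (1 higher and 1 lower, also when adjusted over the list alone, camera adjusted p = 0.0902). That list passed without untreated replicate 3 (median 0.02, camera adjusted p = 0.03) and with a mean FPKM of at least 5 (median 2.17, camera adjusted p = 0.0163), and its camera adjusted p reached 0.808 in the settings run. Among markers of other cell types, all 5 tested dendritic cell markers were higher (5 when adjusted over the list alone) at a median of 1.28 (camera adjusted p = 0.00525, and adjusted p = 0.0882 with an estimated correlation). Likewise 4 of 5 lymphoid markers were higher (4 when adjusted over the list alone) at a median of 3.31 (camera adjusted p = 0.00775, and adjusted p = 0.0954 with an estimated correlation). These lists held 21 dendritic cell and 23 lymphoid markers, most of them absent or under the FPKM minimum. A marker could reach that minimum through the PMA libraries alone, as FLT3 did (mean FPKM 0.384 without and 1.9 with PMA). This favours rises among the markers tested. Granulocyte markers, with 3 higher and 2 lower of 5 (3 and 2 when adjusted over the list alone), did not pass (camera adjusted p = 0.518), nor did megakaryocyte and erythroid markers, with 1 higher and 1 lower of 2 (1 and 1 when adjusted over the list alone, camera adjusted p = 0.809).

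**Figure D1:**
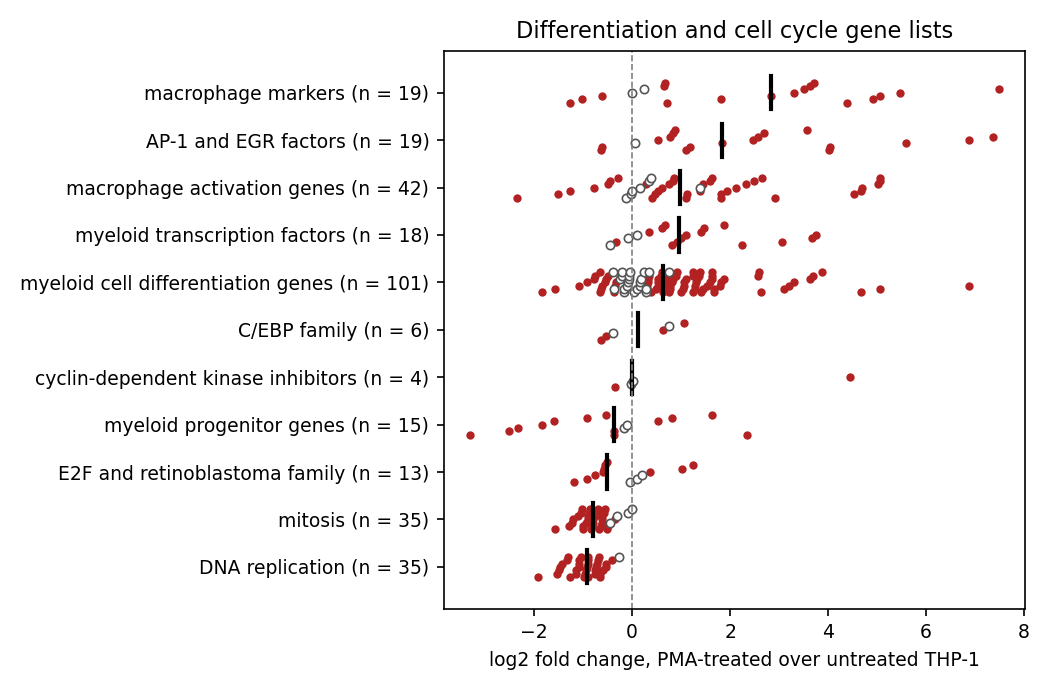
Log2 fold change, PMA-treated over untreated THP-1, of each tested member of the gene lists of differentiation and the cell cycle. Each point is a gene, filled where edgeR's adjusted p was under 0.05 and open where it was not. The vertical offset only keeps points apart. The bars are list medians, from 2.83 for macrophage markers to −0.92 for DNA replication, and n is the number of genes tested.

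The C/EBP family did not pass as a list, with 2 of 6 tested members higher and 2 lower (2 and 2 when adjusted over the list alone, camera adjusted p = 0.809). CEBPA, on chromosome 19 from 33299934 to 33302534, was at 260 ± 63.1 CPM without PMA and 198 ± 62.6 with it (SD, n = 3), a log2 fold change of −0.39 (standard error 0.24, adjusted p = 0.174 from edgeR's quasi-likelihood test). CEBPB, on chromosome 20 from 50190830 to 50192668, was at 8.06 ± 4.84 and 13.6 ± 6.22 CPM (SD, n = 3), a log2 fold change of 0.75 (standard error 0.49, adjusted p = 0.206 from edgeR's quasi-likelihood test). Without one library at a time CEBPB ranged from 0.32 to 1.25 (edgeR adjusted p from 0.0557 to 0.582), and over all settings run its edgeR, limma and DESeq2 adjusted p ranged from 0.0097 to 0.582. In both groups replicate 1 had the highest value of CEBPA and of CEBPB. CEBPD rose by 0.64 (standard error 0.11) and DDIT3, the stress-induced family member CHOP, by 1.06 (standard error 0.20). CEBPG and CEBPZ fell, at −0.54 (standard error 0.08) and −0.64 (standard error 0.12). CEBPE was under the FPKM minimum, at 1.63 ± 0.286 and 1.04 ± 0.291 CPM (SD, n = 3). CEBPA was called lower without PMA replicate 1 (−0.68, edgeR adjusted p = 0.0103) and by DESeq2 (−0.52, adjusted p = 0.0342), and with array weights by limma (−0.59, adjusted p = 0.00417). The edgeR, limma and DESeq2 adjusted p of CEBPA ranged from 0.000977 to 0.52 over all settings run. The lowest adjusted p of CEBPA and of CEBPB came from edgeR with a block for the replicate number. With that block CEBPA was called lower (−0.41) and CEBPB higher (0.87). The sources used here do not say that equal numbers pair the libraries. Deviations of libraries with the same number correlated at 0.38, 0.04 and 0.03.

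**Figure D2:**
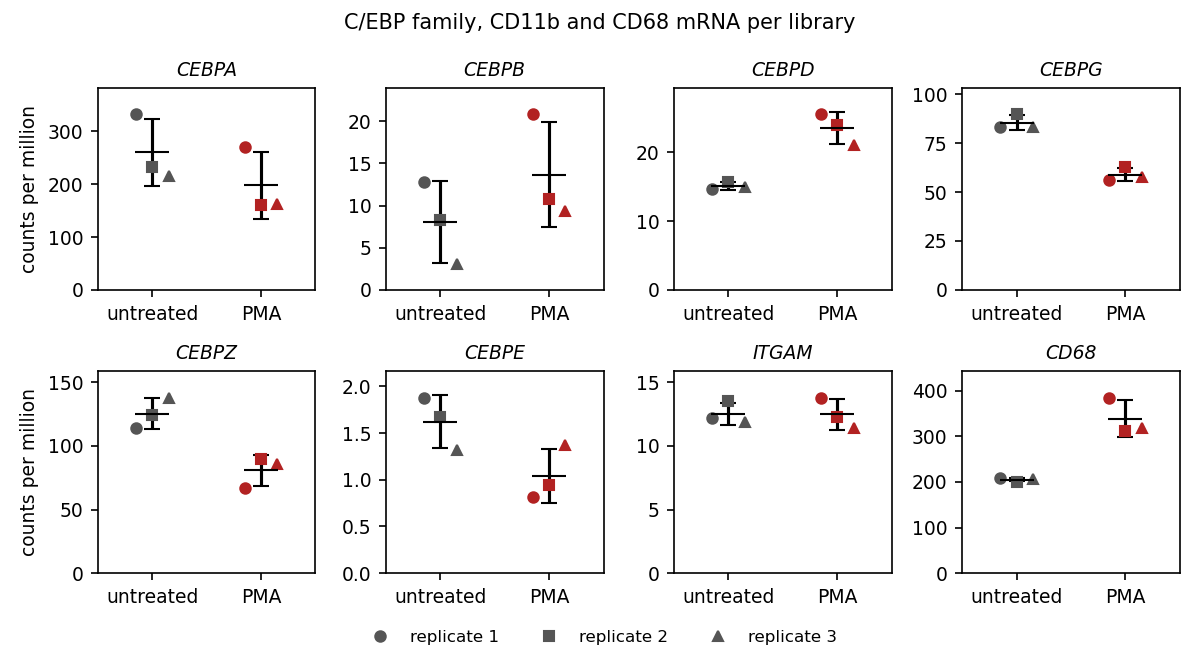
CPM of the C/EBP family members that the paper names, of ITGAM (CD11b) and of CD68 in each library, untreated in grey and PMA-treated in red. Symbols are single libraries by replicate number, the long bars are means and the whiskers SDs (n = 3). Replicate 1 is at 332 and 270 CPM for CEBPA against 160 to 232 in the other libraries.

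From its GSEA of these RNA-seq data and of its ChIP-seq data, the paper proposes that phase separation of C/EBPα promotes differentiation through binding of C/EBPα to promoters of downstream genes. Its evidence on differentiation also includes THP-1 cells with the LZ fragment, phosphorylation-site mutants of C/EBPα or rapamycin. The libraries here compare PMA-treated with untreated cells and do not vary phase separation by itself.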

### C/EBPα-p30 inhibits the LLPS of C/EBPα

Clinically, C/EBPα mutations occur in approximately 10% of AML cases, and leading to expression of N-terminally truncated C/EBPα-p30 protein, which lacks the first 119 amino acids (Fig. 3a)^3,4^. To prove whether C/EBPα-p30 also undergoes LLPS, we studied the formation of C/EBPα-p30 puncta in the HEK 293 T overexpressed EGFP-tagged C/EBPα-p30. The failing to produce turbidity and diffuse appearance was observed, which suggested that C/EBPα-p30 had lost the ability to phase separation (Fig. 3b–d, Supplementary Fig. 3a, b).

**Fig. 3:**
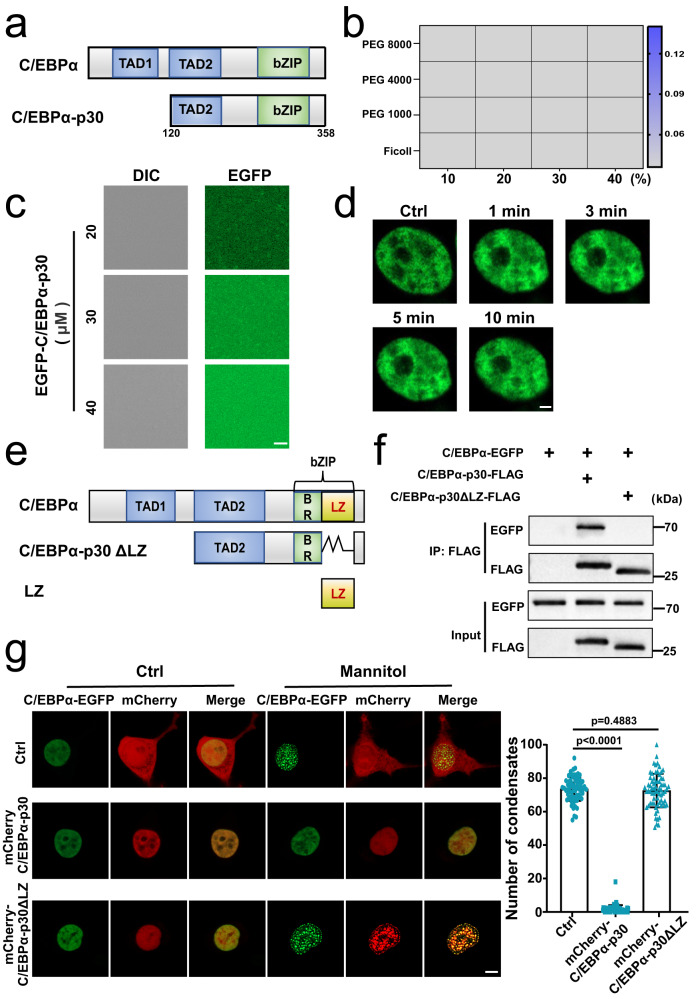
C/EBPα-p30 inhibits the LLPS of C/EBPα. **a** Domain structure analysis of C/EBPα and C/EBPα-p30. **b** Purified EGFP-C/EBPα-p30 protein (20 μM) showed no turbidity. **c** EGFP-C/EBPα-p30 protein (20-40 μM) droplets did not form after the addition of 250 mM NaCl and 10% PEG 8000 (*n* =  3 biologically independent experiments). **d** No C/EBPα-p30-EGFP puncta was observed after 0.1 M mannitol treatment in HEK 293 T living cells transfected with C/EBPα-p30-EGFP (*n* =  3 biologically independent experiments). **e** The diagram of the interaction between C/EBPα and C/EBPα-p30 through the LZ domain. **f** FLAG-tagged C/EBPα-p30 or C/EBPα-p30ΔLZ was constructed into HEK 293 T cells together with C/EBPα-EGFP. The interaction was analysed by co-immunoprecipitation with anti-FLAG and anti-GFP antibodies followed by western blotting (WB) (*n* =  3 biologically independent experiments). **g** Live-cell images indicated that the number of C/EBPα-EGFP puncta in mannitol-treated HEK 293 T cells over-expressed with C/EBPα-EGFP to mCherry-tagged C/EBPα-p30 or C/EBPα-p30ΔLZ at a mass ratio of of 1:9. Quantification of C/EBPα-EGFP puncta (*n* =  3 biologically independent experiments). A two-tailed unpaired Student’s *t* test was used for statistical analysis, and data were presented as mean values  ±  SEM. The experiments in (**g**) were observed at least 20 random fields in each experiment. For (**c**, **g**), scar bars, 5 μm. For (**d**), scar bar, 2 μm. Source data are provided as a Source Data file.

C/EBPα-p30 had been proved to neutralize the transcriptional activity of C/EBPα by interfering the formation of C/EBPα-p42 homodimers^21,41^. And 36-residue leucine zipper (LZ) domain was the direct binding domain between C/EBPα-p42 homodimers or C/EBPα-p42:C/EBPα-p30 heterodimers (Fig. 3e)^42^. To investigate whether C/EBPα-p30 binding to C/EBPα-p42 to inhibit LLPS by its LZ domain, a Flag-tagged C/EBPα-p30ΔLZ was constructed. Then, C/EBPα-p30ΔLZ was proved lost the ability to dimerize with C/EBPα in immunoprecipitation assay (Fig. 3f). Then, we performed a concentration gradient experiment in mannitol stimulated-HEK 293 T cells, including the mass ratio of C/EBPα-p30 construct to full-length C/EBPα construct as 1:1, 3:1, 9:1 and 18:1. The results showed that the number of condensates in 1:1 group was obviously more than that in 3:1 group. Meanwhile, the condensates of mCherry-tagged C/EBPα-p30 were observed in these two groups, which might because of the formation of C/EBPα-p42: C/EBPα-p30 heterodimer (Supplementary Fig. 3d, e). Furthermore, no C/EBPα condensate was observed in 9:1 or 18:1 group (Supplementary Fig. 3d, e). Similar results have also been obtained in experiment by using purified mCherry-tagged C/EBPα-p30 and C/EBPα-EGFP proteins (Supplementary Fig. 3f). Collectively, as the mass ratio of C/EBPα-p30 to C/EBPα increases, the condensates gradually decreased until they disappeared. The mass ratio of C/EBPα-p30 construct to full-length C/EBPα construct 9:1 is the lowest mass ratio for C/EBPα-p30 to suppress C/EBPα LLPS, and was selected in subsequent experiments. More interestingly, the phase separation was significantly inhibited in HEK 293 T cells that were co-transfected with the C/EBPα-EGFP and mCherry-C/EBPα-p30, while mCherry-C/EBPα-p30ΔLZ had no influence on the LLPS of C/EBPα-EGFP (Fig. 3g and Supplementary Fig. 3c). It is worth noting that in the presence of C/EBPα, C/EBPα-p30ΔLZ shows a certain degree of aggregation. But in the absence of C/EBPα, C/EBPα-p30ΔLZ particles disappear (Supplementary Fig. 3g). These results suggested that C/EBPα-p30ΔLZ cannot undergo LLPS. Meanwhile, considering that C/EBPα-p30ΔLZ and C/EBPα had no direct interaction and some reports mentioned that they could bind to the same gene promoters^43,44^, we speculated that the LLPS of C/EBPα changed the distribution and functional states of its binding chromosomes, which led to the redistribution of C/EBPα-p30ΔLZ which had similar chromosome binding ability as wild type C/EBPα. Overall, these data support that C/EBPα-p30 does not undergo phase separation and may inhibit the LLPS of C/EBPα by interrupting the formation of C/EBPα-p42 homodimers.

### The LZ fragment inhibits the LLPS of C/EBPα−42 by disrupting the formation of its homodimers

To further determine C/EBPα-p30 inhibit LLPS of C/EBPα-p42 by disrupting the formation of its homodimers, the HEK 293 T cells were transfected with mCherry-tagged C/EBPα-p30 or LZ fragment together with C/EBPα-p42 (Supplementary Fig. 4a). By using NATIVE PAGE, C/EBPα-p42 monomer, C/EBPα-p30 monomer, C/EBPα-p42 homodimer, C/EBPα-p30 homodimer and C/EBPα-p42:C/EBPα-p30 heterodimer were observed (Fig. 4a). These results proved that C/EBPα-p30 or LZ formed heterodimers with C/EBPα-p42 through LZ domain. Since C/EBPα-p30 could dimerize with itself, we also tested whether its homodimers undergo LLPS. As expected, we didn’t observe the LLPS of C/EBPα-p30 homodimers (Supplementary Fig. 4b). More importantly, the interfering effects of C/EBPα-p30 or LZ for the formation of C/EBPα-p42 homodimer were proved (Fig. 4a). In addition, we also verified that the binding ability with C/EBPα became stronger as the amount of LZ plasmids increased from 0.5 μg to 4 μg, indicating that the LZ fragment could interact with C/EBPα (Fig. 4b). Importantly, in HEK 293 T cells transiently transfected with C/EBPα-EGFP, no condensate in the mCherry-tagged LZ group was observed compared with the control group after mannitol treatment (Fig. 4c), suggesting that LZ fragment inhibits the LLPS of C/EBPα.

**Fig. 4:**
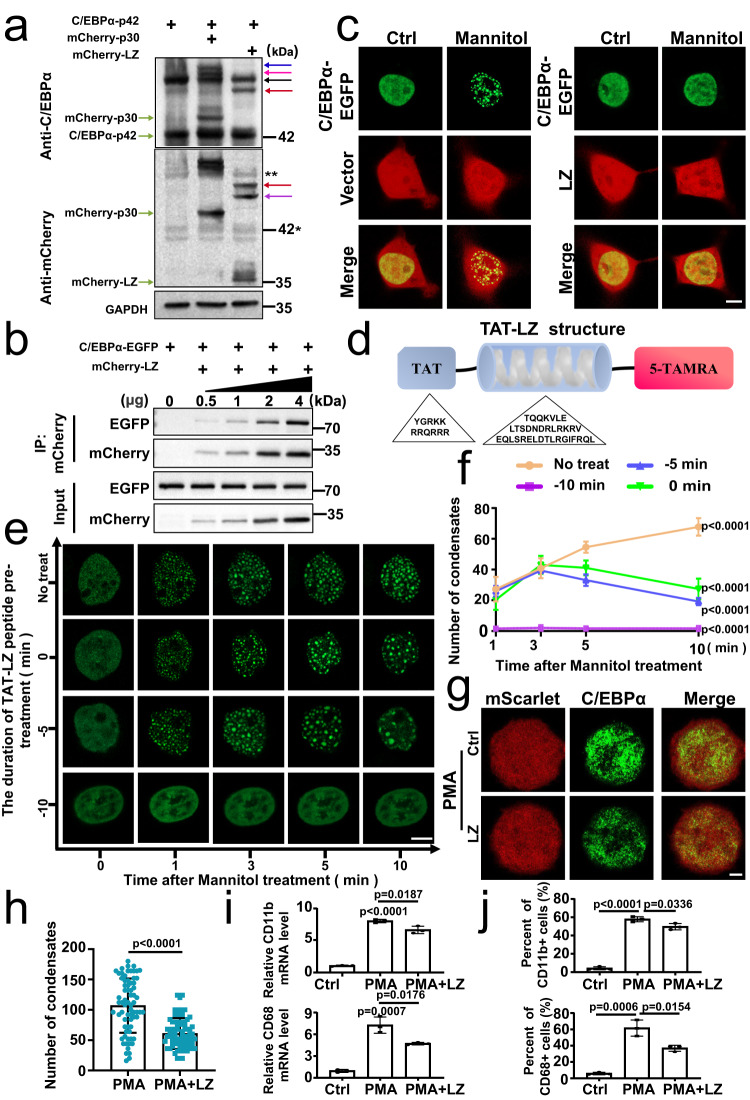
The LZ fragment inhibits the LLPS of C/EBPα-p42 by disrupting the formation of its homodimers. **a** Native gel electrophoresis show the the existence of dimer (*n* =  3 biologically independent experiments). The 0.8 μg of mCherry-tagged C/EBPα-p30 or LZ plasmids was constructed into HEK 293 T cells together with 1.2 μg of C/EBPα plasmids. Blue, pink, Black, red and purple arrows indicated the mCherry-C/EBPα-p30 homodimers, mCherry-C/EBPα-p30:C/EBPα-p42 heterodimers, C/EBPα-p42 homodimers, mCherry-LZ:C/EBPα-p42 heterodimers and mCherry-LZ homodimer respectively. “**” and “*” indicated the residual C/EBPα-p42 homodimers and C/EBPα-p42 after anti-stripping treatment; **b** mCherry-tagged LZ and C/EBPα-EGFP plasmids were co-constructed into HEK 293 T cells. The interaction was analysed by co-immunoprecipitation with anti-mCherry and anti-GFP antibodies (*n* =  3 biologically independent experiments). **c** The number of C/EBPα-EGFP puncta in mannitol-treated HEK 293 T cells transfected with C/EBPα-EGFP to mCherry-vector or LZ at a mass ratio of 1:9 (*n* =  3 biologically independent experiments). **d** Diagram of the small peptide TAT-LZ structure. **e** Changes in C/EBPα-EGFP droplets after TAT-LZ was introduced into mannitol-treated HEK 293T- C/EBPα-EGFP living cells at −10 min, 0 min and 5 min. “x-axis” and “y-axis” indicated the time after mannitol treatment and the duration of TAT-LZ peptide pre-treatment respectively. f, Quantification of C/EBPα-EGFP puncta in Fig. 4e (*n* = 8 cells). **g** The endogenous C/EBPα condensates in THP-1 cells transduced with Ctrl or LZ under the 100 ng/mL PMA for 24 h. **h** Quantification of C/EBPα condensates for Fig. 4g (*n* =  3 biologically independent experiments). **i** The expression of *CD11b* and *CD68* in THP-1 cells transduced with Ctrl or LZ lentivirus under the 100 ng/mL PMA for 48 h (*n* =  3 biologically independent experiments). **j** The protein level of the CD11b and CD68 in THP-1 cells transduced with Ctrl or LZ lentivirus under the 100 ng/mL PMA for 24 h (*n* =  3 biologically independent experiments). For (**f**, **h**–**j**), a two-tailed unpaired Student’s *t* test was used for statistical analysis, and data are presented as mean values ±  SEM. For (**c**, **e**), scar bars, 5 μm. For (**g**), scar bars, 2 μm. Source data are provided as a Source Data file.

In order to observe the effect of LZ fragment on the C/EBPα LLPS instantaneously, we designed a small peptide which could efficiently transport into the cells in several minutes. Briefly, the peptide was named as TAT-LZ and consisted of TAT and the LZ fragment (36 amino acids) conjugated with 5-TAMRA at the C-terminus (Fig. 4d). The TAT-LZ peptide gradually crossed the membrane into HEK 293 T cells within 5 min, and the massive intracellular abundance was observed at 10 min (Supplementary Fig. 4c). Then, we found a significant increase in droplet numbers within 10 min in the no treat group (mannitol alone) of HEK 293 T overexpressing C/EBPα-EGFP (Fig. 4e, f and Supplementary Fig. 4d). Meanwhile, the number of droplets increased within 3 min and decreased at 5-10 min when TAT-LZ and mannitol were added simultaneously at 0 min, compared with that in no treat group (Fig. 4e, f and Supplementary Fig. 4d). Moreover, when TAT-LZ was added 5 min before mannitol, the number of droplets were further reduced (Fig. 4e, f and Supplementary Fig. 4d). And the addition of TAT-LZ 10 min before mannitol completely blocked the formation of LLPS condensates (Fig. 4e, f and Supplementary Fig. 4d). Similarly, the number of endogenous C/EBPα particles in THP-1 cells stably expressing the LZ fragment was greatly reduced after PMA induction, compared with that in control cells (Fig. 4g, h, Supplementary Fig. 4e). Given that C/EBPα is a key regulatory molecule for monocyte and macrophage differentiation^45,46^, we used qRT-PCR and flow cytometry to study the differentiation of THP-1 cells and found that the LZ fragment significantly reduced the expression of *CD11b* or *CD68* and decreased the percentage of CD11b or CD68 positive cells (Fig. 4i, j and Supplementary Fig. 4f). Taken together, our data indicate that the LZ fragment inhibits the LLPS of C/EBPα-p42 and the differentiation of AML cells by disrupting the formation of its homodimers.

### Phosphorylation of C/EBPα-p42 at S16 stabilizes its LLPS through homodimerization

To investigate how the homodimers enhance the LLPS of C/EBPα-p42, we employed the mass spectrometry analysis to study several kinds of chemical modification and found that phosphorylation of C/EBPα at Ser16 was significantly increased when the HEK 293 T cells overexpressing C/EBPα-EGFP being treated with mannitol, which may be relevant to the liquid droplet formation by phase separation (Fig. 5a). Consequently, the rabbit-derived anti-C/EBPα p-S16 antibody was designed and produced. Meanwhile, ELISA results showed that p-S16 antibody had up to five-fold stronger affinity for C/EBPα p-S16 peptide than C/EBPα S16 peptide (Supplementary Fig. 5a). Subsequent western blot analysis reconfirmed that the relative p-S16 level got stronger with time under mannitol treatment (Supplementary Fig. 5b). Similarly, the endogenous p-S16/S16 level in THP-1 cells also increased after being treated with PMA for 0, 3 h, 6 h, 12 h and 24 h (Fig. 5b). Interestingly, we found that C/EBPα-S16 levels decrease over the 24 h period of PMA treatment, which is consistent with Korbinian Brand’s previous work^47^. In conclusion, we confirmed that phosphorylation of C/EBPα at Ser16 was involved in the LLPS of C/EBPα. Furthermore, overexpression of either C/EBPα-p30 or LZ decreased the phosphorylation of C/EBPα S16, while overexpression of C/EBPα-p30ΔLZ had no such effect in HEK 293 T cells co-transfected with C/EBPα-EGFP (Supplementary Fig. 5c). Likewise, in THP-1 cells transiently transformed with C/EBPα-Flag, the relative C/EBPα p-S16 level was also decreased after co-transfection with either C/EBPα-p30 or LZ but not after co-transfection with C/EBPα-p30ΔLZ (Fig. 5c). Collectively, these data indicated that the phosphorylation of C/EBPα-p42 at S16 may regulate LLPS through homodimerization.

**Fig. 5:**
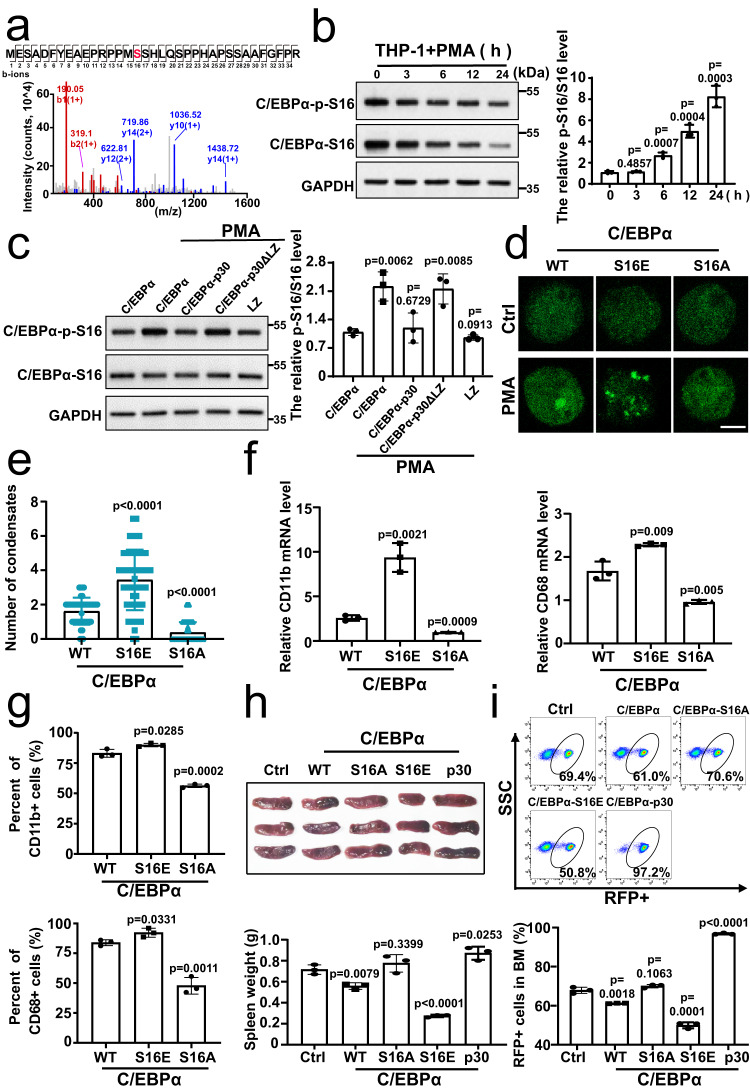
Phosphorylation of C/EBPα at S16 stabilizes its LLPS through homo-dimerization. **a** Mass spectrometry analysis indicated the C/EBPα p-S16 in HEK 293T-C/EBPα-EGFP under 0.1 M mannitol treatment for 10 min. **b** Western blot showed the level of endogenous C/EBPα p-S16 in THP-1 cells treated with 100 ng/mL PMA for 0–24 h. The samples derive from the same experiment and that gels were processed in parallel. GAPDH was run on the same blot. Quantification of the relative p-S16 level (*n* =  3 biologically independent experiments). **c** Western blot analysis showed the level of C/EBPα p-S16 in THP-1 cells transfected with p30, p30-ΔLZ, and LZ plasmids together with C/EBPα-Flag at a mass ratio of 9:1 after 100 ng/mL PMA treatment for 24 h. The samples derive from the same experiment and that gels were processed in parallel. GAPDH was run on the same blot. Quantification of the relative p-S16 level (*n* =  3 biologically independent experiments). **d** Representative images of THP-1 living cells transfected with C/EBPα-S16E-EGFP, C/EBPα-EGFP or C/EBPα-S16A-EGFP with 100 ng/mL PMA. **e** Quantification of C/EBPα condensates for 4d (*n* =  3 biologically independent experiments); At least 20 random fields were observed in each experiment. **f** The expression of the *CD11b* and *CD68* in THP-1 cells transfected with C/EBPα-S16E-EGFP, C/EBPα-EGFP or C/EBPα-S16A-EGFP with 100 ng/mL PMA (*n* =  3 biologically independent experiments). **g** The percent of CD11b+ and CD68+ in 100 ng/mL PMA-treated THP-1 cells transfected with C/EBPα-S16E-EGFP, C/EBPα-EGFP or C/EBPα-S16A-EGFP (*n* =  3 biologically independent experiments). **h** The RFP tagged control, C/EBPα-EGFP, C/EBPα-S16E, C/EBPα-S16A, C/EBPα-p30 lentiviruses were transferred into MLL-AF9 cells respectively and then injected into C57/BL6 mice. Representative photographs and weights of spleens isolated from RFP + GFP + MLL-AF9 mice in the five groups on day 10 (*n* = 3 per group). **i** Flow cytometric analysis of RFP+ leukaemia cells in BM of the five groups. Quantification of RFP+ leukaemia cells (*n* = 3 per group). For (**b**, **c**, **e**–**i**), a two-tailed unpaired Student’s *t* test was used for statistical analysis, and data are presented as mean values ±  SEM. For (**e**), scar bars, 5 μm. Source data are provided as a Source Data file.

To further confirm whether C/EBPα S16 phosphorylation regulates LLPS in cells, we constructed the recombinant plasmids S16E (activated phosphorylation) and S16A (inactivated phosphorylation) with EGFP tags. The results of natural gel electrophoresis showed that C/EBPα-S16E promoted the formation of C/EBPα-p42 homodimer, while C/EBPα-S16A inhibited the formation of C/EBPα-p42 homodimer in C/EBPα-S16E or C/EBPα-S16A together with C/EBPα overexpressed HEK 293 T cells (Supplementary Fig. 5d). As expected, the C/EBPα S16A mutant could not form phase-separated condensates; however, cells transfected with the S16E and wild-type C/EBPα contained obvious granules, and the number of S16E condensates was higher than that of wild-type condensates in both HEK 293 T cells and THP-1 cells (Supplementary Fig. 5e, f, Fig. 5d, e). These results suggested that phosphorylation of C/EBPα at S16 promoted the C/EBPα LLPS. Moreover, compared with that in WT group, the enhanced phosphorylation of C/EBPα S16 strengthened the expression levels of *CD11b* and *CD68* mRNA and the percentages of CD11b+ and CD68+ cells, whereas low differentiation state were found in THP-1 cells expressing the S16A mutant (Fig. 5f, g and Supplementary Fig. 5g). Moreover, C/EBPα-S16E and C/EBPα-S16A showed similar abilities in 3T3-L1 and 32Dcl3 differentiation models (Supplementary Fig. 5h, i). Then, we studied their function in MLL-AF9 AML mouse. Compared with the control group, we found that C/EBPα-p30 significantly promoted the progression of AML, while both C/EBPα S16E and C/EBPα inhibited the progression of AML and the inhibitory effect of C/EBPα S16E was stronger than that of the WT group (Fig. 5h, i). In summary, phosphorylation of C/EBPα at S16 stabilizes LLPS through homodimerization to regulate AML differentiation.

### Decreasing the endogenous C/EBPα-p30/C/EBPα ratio rescues the function of C/EBPα promoting AML differentiation through its LLPS

To further confirm that homodimer-mediated phosphorylation of C/EBPα-p42 modulates AML cells differentiation by LLPS, we regulated the endogenous C/EBPα-p30/C/EBPα-p42 ratio. Previous studies have demonstrated that rapamycin regulates the ratio of C/EBPα-p30 to C/EBPα by decreasing the C/EBPα-p30 protein level^48,49^. So, we utilized rapamycin for the next experiments. After being proved that rapamycin significantly attenuated the C/EBPα-p30 level at 6 h, 12 h, 24 h and 48 h but did not cause any change in the C/EBPα level in THP-1 cells (Fig. 6a), 24 h was chose as the treatment duration. Confocal imaging showed that rapamycin in combination with PMA increased the number of endogenous C/EBPα particles more than PMA alone and that this effect could be counteracted by LZ fragment (Fig. 6b and Supplementary Fig. 6a), suggesting that decreased the C/EBPα-p30/C/EBPα ratio could regulate the LLPS of C/EBPα. In addition, the study on the expression levels of *CD11b* and *CD68* mRNA indicated that rapamycin enhanced the promoting effects of PMA on THP-1 cell differentiation, but this effect disappeared when LZ fragment was added (Fig. 6c). Moreover, the analysis of flow cytometry also reconfirmed this consequence (Fig. 6d and Supplementary Fig. 6b). Considering that rapamycin regulates AML through a variety of pathways, such as inhibiting AML cell viability via circ_0094100/miR-217/ATP1B1 axis^50^ or enhancing the anti-leukaemia effect as a specific inhibitor of mTOR^51^, we overexpressed C/EBPα-p30 in THP-1 cells treated with PMA and rapamycin. The results of qRT-PCR and flow cytometry analysis showed that C/EBPα-p30 reversed the differentiation promoting effect of rapamycin (Fig. 6c, d and Supplementary Fig. 6b), which suggesting that rapamycin promoted differentiation mainly by down-regulation of C/EBPα-p30. In summary, decreasing the endogenous C/EBPα-p30/C/EBPα-p42 ratio enhances the AML cell differentiation by promoting the LLPS of C/EBPα.

**Fig. 6:**
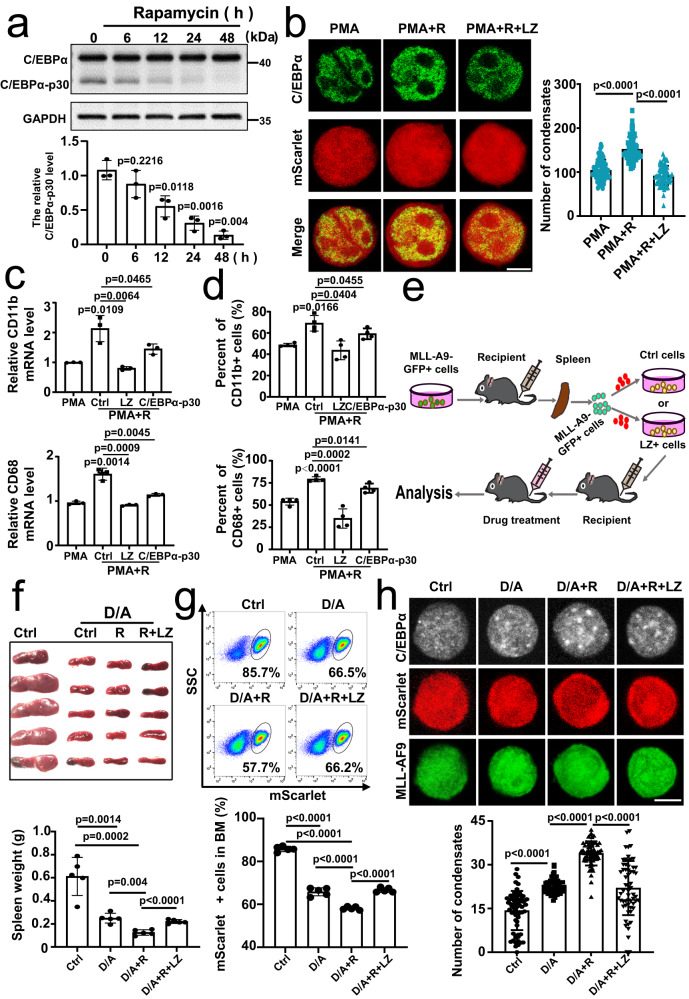
Decreasing the endogenous C/EBPα-p30/C/EBPα ratio rescues the function of C/EBPα through its LLPS. **a** Western blot analysis showed the ratio of endogenous C/EBPα-p30 to C/EBPα in THP-1 cells treated with different concentrations of rapamycin. Relative C/EBPα-p30/C/EBPα levels (*n* =  3 biologically independent experiments). **b** mScarlet tagged control and LZ lentivirus were transducted into THP-1 cells. Immunofluorescence photograph analysed the number of endogenous C/EBPα condensates in THP-1-Ctrl or THP-1-LZ cells treated with PMA and/or PMA + RAPA (PMA + R) for 24 h. Quantification of the number of C/EBPα condensates (*n* =  3 biologically independent experiments). It was observed at least 20 random fields in each experiment. **c** mScarlet tagged control, LZ or C/EBPα-p30 lentivirus were transducted into THP-1 cells. qRT-PCR indicated the expression of CD11b and CD68 in THP-1-Ctrl, THP-1-LZ or THP-1-C/EBPα-p30 cells treated with PMA and/or PMA + RAPA (PMA + R) for 24 h (*n* =  3 biologically independent experiments). **d** Flow cytometry was performed to measure the level of the CD11b and CD68 in THP-1-Ctrl, THP-1-LZ or THP-1-C/EBPα-p30 cells treated with PMA and/or PMA + RAPA (PMA + R) for 24 h (*n* =  3 biologically independent experiments). **e** Experimental schematic for the establishment of the mScarlet+ GFP + MLL-AF9 mouse model. **f** Representative photographs and weights of spleens isolated from mScarlet+ GFP + MLL-AF9 mice in the four groups on day 14 (*n* = 5 per group). **g** Flow cytometric analysis of mScarlet+ leukaemia cells in BM of the four groups. Quantification of mScarlet+ leukaemia cells (*n* = 5 per group). h, Immunofluorescence photograph analysis of the number of endogenous C/EBPα condensates in the control, D/A, D/A + R and D/A + R + LZ groups (*n* = 5 per group). Quantification of endogenous C/EBPα condensates in each cell. For (**b**, **h**), at least 20 random fields were observed in each experiment. For (**a**–**d**, **f**–**h**, **e**–**i**), a two-tailed unpaired Student’s *t* test was used for statistical analysis, and data are presented as mean values ±  SEM. For (**b**, **h**), scar bars, 5 μm. Source data are provided as a Source Data file.

Furthermore, a novel mScarlet and GFP tagged MLL-AF9 AML mouse model was established (Fig. 6e). Firstly, we proved that rapamycin reduced the relative levels of C/EBPα-p30 and C/EBPα-p42 in MLL-AF9 mice treated with Ara-C and Dox (Supplementary Fig. 6c). Then, consistent with the in vitro findings, rapamycin in combination with Ara-C and Dox could significantly reduce the spleen weight and the percentage of mScarlet+ GFP + MLL-AF9 cells in bone marrow, as compared with the results of the two chemotherapeutic agents. Importantly, LZ fragment eliminated the effects of rapamycin (Fig. 6f, g). Moreover, rapamycin in combination with Ara-C and Dox significantly strengthened the C/EBPα particle numbers in MLL-AF9 cells, while the effect of rapamycin could also be abolished by LZ (Fig. 6h and Supplementary Fig. 6d). Then, to prove our conclusion, we established AML xenograft mouse models by injecting NSG mice with mScarlet tagged LZ-overexpressed THP-1 cells. Expectedly, the results were identical with that in MLL-AF9 AML mouse model (Supplementary Fig. 6e–j). In summary, decreasing the endogenous C/EBPα-p30/C/EBPα ratio rescues the function of C/EBPα promoting AML differentiation through its LLPS.

## Discussion

C/EBPα is a key transcription factor regulating cell differentiation^1,52^. Our results show that C/EBPα formed dozens of nuclear puncta through LLPS, which contributes to AML cell differentiation. C/EBPα-p30 and the small peptide TAT-LZ were verified to abolish the LLPS of C/EBPα-p42 by disrupting its homodimerization. Furthermore, homodimer-mediated phosphorylation of C/EBPα-p42 at S16 site enhances C/EBPα phase condensation. Although C/EBPα-p30ΔLZ does not undergo LLPS, it prevents condensates when C/EBPα exists. Given that there is no direct binding between C/EBPα-p30ΔLZ and C/EBPα, and previous studies have reported that they could bind to the same DNA^43,44^, we hypothesized that LLPS of C/EBPα changed the distribution and functional state of its binding chromosomes, resulting in the redistribution of C/EBPα-p30ΔLZ with similar chromosome binding ability to wild-type C/EBPα. However, the detailed mechanisms of this result still remain unclear and need further study. Our work highlights a mechanism that homodimer-mediated phosphorylation of C/EBPα-p42 modulates AML cell differentiation by LLPS, which lays a theoretical foundation for understanding the regulatory mechanism of LLPS by a natural endogenous dominant-negative mutant (Fig. 7).

**Fig. 7:**
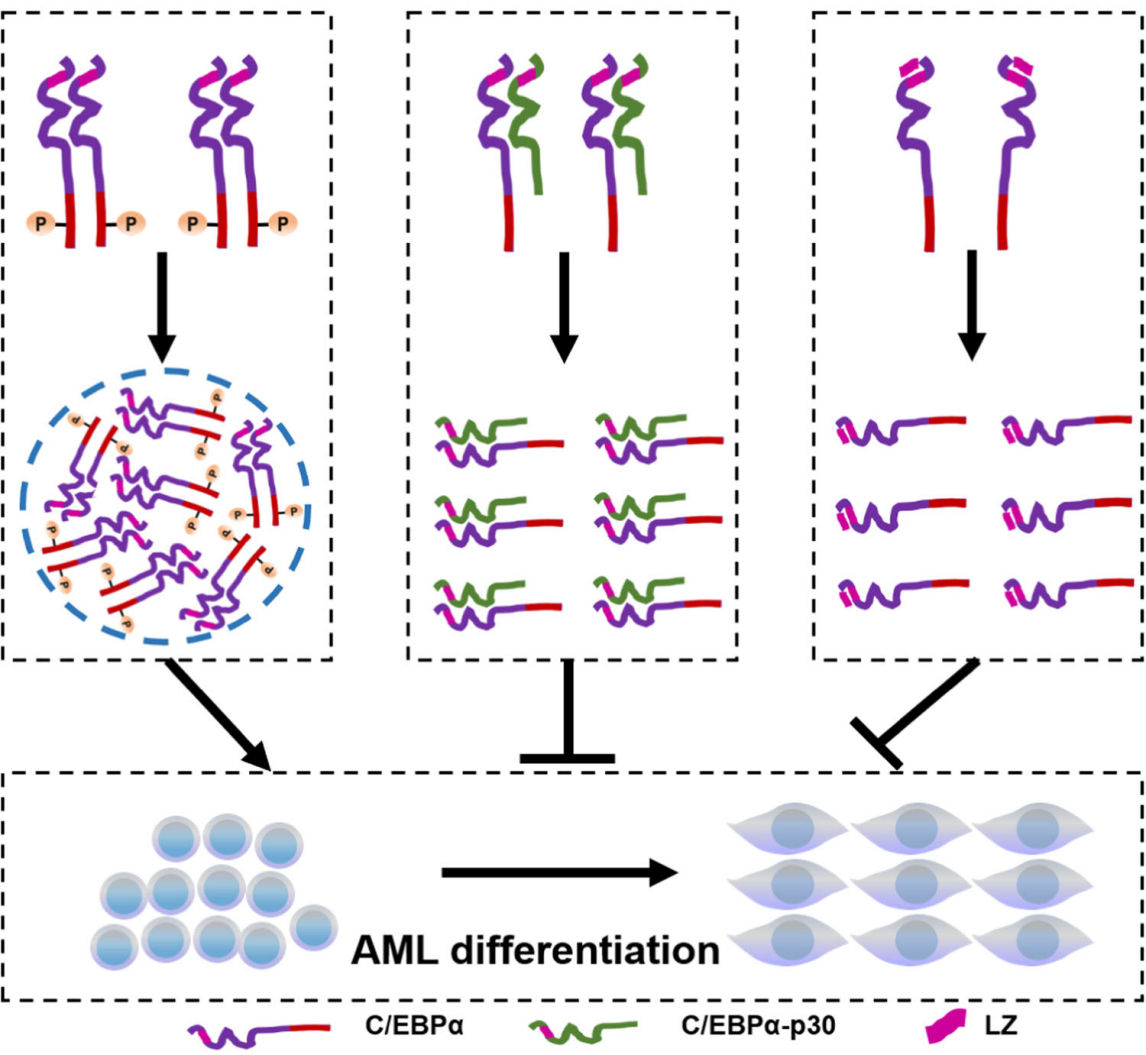
Model for homodimer-mediated phosphorylation of C/EBPα-p42 modulating AML cell differentiation by LLPS. Homodimer-mediated phosphorylation of C/EBPα-p42 enhances AML cell differentiation through LLPS. However, C/EBPα-p30 and LZ inhibit AML differentiation by destroying the dimerization of C/EBPα-p42 and eliminating its LLPS.

C/EBPα mediates the expression of various downstream molecules by forming homodimers^16,53^. However, the mechanism by which C/EBPα achieves the precise adjustment of complex functions remains unclear. We found that purified C/EBPα protein undergoes LLPS and that the phosphorylation of S16 in C/EBPα, which is dependent on C/EBPα-p42 homodimerization, stabilizes phase separation. Current studies have shown that TAD1 of C/EBPα regulates transcription activation by interacting with components of RNA polymerase II pre-initiation complex, including TBP and transcription factor IIB^54^. TAD1 also involved in the C/EBPα-mediated E2F repression and the following cell cycle operation^9,55,56^. In our study, considering that phosphorylation of C/EBPα-p42 at S16 site was essential for the LLPS, we hypothesized that S16 site in TAD1 is essential for the structural remodelling in C/EBPα-p42:C/EBPα-p30 heterodimers and has a potential significance in TAD1 functional implementation. Understanding the molecular arrangement of the C/EBPα-p42 homodimers and the specific roles of TAD1 when phase-separated C/EBPα-p42 droplets formed would be a crucial area for future study.

As an intracellular phenomenon based on the physical mechanisms, LLPS is crucial for biological processes. The abundance of regulatory mechanisms has revealed the importance of LLPS in the cells; for example, the m6A binding proteins (YTHDF1, YTHDF2 and YTHDF3) undergo LLPS which can be markedly enhanced by the presence of mRNAs that contain multiple m^6^A residues^30^. Our present study revealed a dynamic mechanism for protein LLPS in cells: LLPS of wild-type proteins was regulated via endogenous dominant negative mutant mediated phosphorylation at specific sites. In addition, transient intervention with LLPS by the small peptides developed in this study achieved transient regulation of specific molecules in cells, which provides important direction for LLPS research.

AML is characterized by a differentiation arrest and an uncontrolled proliferation of malignant blasts. Despite advances in our understanding of disease mechanisms, such as the FLT3 inhibitor gilteritinib^57,58^, IDH1/2 inhibitors ivosidenib^59^ and enasidenib^60^ and BCL2 inhibitor venetoclax^61,62^, offering considerable effect for AML, the outcome of most AML patients remains poor. Thus, novel therapeutic strategies are needed. Now, the active restoration of tumour suppressor genes is also a new direction for the development of targeted drugs to increase the therapeutic effect^63^. Here, we showed that decreasing the endogenous C/EBPα-p30/C/EBPα-p42 ratio promoted the phase separation and restored appropriate function of C/EBPα-p42 in cells. Meanwhile, our results from CHIP-seq and RNA-seq suggest that phase separation by C/EBPα promoted differentiation of AML cells through activated many differentiation-related pathways, which suggest that the LLPS of C/EBPα promotes cell differentiation by binding with the promoter of some key downstream molecules. The results reveal a new mechanism of C/EBPα regulating AML cell differentiation and provide new insights for the treatment of the AML.

In summary, we confirmed that C/EBPα enhances AML cell differentiation through LLPS. The formation of C/EBPα-p42 homodimers and phosphorylation of C/EBPα at S16 are critical for its LLPS. Strikingly, decreasing the endogenous C/EBPα-p30/C/EBPα ratio had a potential supplementary therapeutic effect through its LLPS, providing a novel therapeutic approach for AML.

## Methods

### Plasmids, antibodies, reagents

The following plasmids were designed by WZ Bioscience Inc: C-terminal 6×His tagged pET28a-EGFP-C/EBPα and pET28a-EGFP-C/EBPα-p30; pET28a-mCherry-C/EBPα-p30; C/EBPα-EGFP, C/EBPα-p30-EGFP, C/EBPα-S16E-EGFP and C/EBPα-S16A-EGFP; C/EBPα-p30-Flag, C/EBPα-p30ΔLZ-Flag, C/EBPα-Flag, LZ-Flag; mCherry-C/EBPα-p30, mCherry-C/EBPα-p30ΔLZ, mCherry-LZ. The control and LZ overexpression lentivirus were constructed using pHS-AVC (pLV-hef1a-mScarlet-P2A-Puro-WPRE-CMV-MCS-3×flag) vector, which was performed by Beijing SyngenTech Co., Ltd. The following antibodies and reagents were purchased from the indicated companies: anti-C/EBPα (Cell Signalling Technology, 2295; For IF, 1:50; For Western Blot, 1:1000); anti-mCherry (Invitrogen, M11217; 1:1000); anti-EGFP (Santa Cruz, sc-9996; 1:2000); anti-CD11b (101226, BioLegend; 1:20); anti-CD68 (333805 and 333807, BioLegend; 1:20); anti-Flag (Proteintech, 66008-4-Ig; 1:1000); anti-C/EBPα(Cell Signaling Technology, #8178; For Chip-Seq, 1:100); anti-GAPDH (Abways, AB0038; 1:5000); Goat anti-Mouse IgG antibody (Abways, AB0102, 1:5000); 1,6-Hex (Sigma); PMA (Sigma); rapamycin (Sigma); CD34 MicroBeads (Miltenyi); Ara-C (MCE); Dox (MCE); M-PER™ Mammalian Protein Extraction Reagent (Thermo Scientific); EVO M-MLV Premix (AG); SYBR® Green Premix Pro Taq HS qPCR Kit (AG); Ficoll, Mannitol, Sucrose, Milk, Glycerol, PEG 200, PEG 400, PEG 1000, PEG 2000, PEG 4000, PEG 6000 and PEG 8000 were purchased from Sangon Biotech; In addition, the anti-C/EBPα S16 and anti-p-C/EBPα S16 antibodies from rabbits were designed and produced by Bioresearch (1:1000).

### Cell culture and transfection, isolation of CD34+ primary AML cells

HEK 293 T cells were cultured in DMEM supplemented with 10% FBS and 1% penicillin/streptomycin (P/S) at 37°C, 5% CO_2_. The 3T3-L1 cells were grown in the DMEM containing 10% Foetal calf serum and 1% P/S. 32Dcl3 cells were cultured in RPMI 1640 supplemented with 15% FBS, 1% P/S and 1 ng/ml IL-3. THP-1 cells were maintained in complete RPMI 1640 medium. THP-1 cells overexpressing control and LZ lentivirus were maintained in complete RPMI 1640 medium supplemented with 1 μg/mL puromycin. HEK 293 T and THP-1 were purchased from the Institute of Haematology and Blood Diseases Hospital, Chinese Academy of Medical Sciences and Peking Union Medical College, Tianjin, China; 32Dcl3 were sourced from Meisen CTCC, Zhejiang, China. 3T3-L1 were purchased from National collection of Authenticated Cell Cultures. Cells were transfected with the indicated plasmids using Lipofectamine 2000 and cultured for another 48 h for western blotting, qRT-PCR or live-cell imaging. Patients with AML provided informed consent at Qilu Hospital of Shandong University, and the study was approved by the Human Ethics Committee of the hospital. BMMNCs were isolated using Ficoll according to the manufacturer’s protocol, followed by CD34 MicroBeads for classification of CD34+ cells.

### Differentiation of 3T3-L1 cells to adipocytes

According to previous studies^9,64^, cells were fed with DEME medium containing 0.5 mM IBMX, 1 μM dexamethasone and 10 μg/ml insulin for 2 days, and then replaced with medium supplemented with only insulin after 2 days. Cells were changed to normal medium every 2 days, and harvested at eighth day for analysis of adipocytes. Oil Red O (G1262; Solarbio) were used to evaluate the adipogenesis according to the manufacturer’s instructions. Photographs were taken by microscope (Invitrogen Evos FL Auto 2; USA). The quantitative oil red O staining was performed as described^65^.

### Granulocytic differentiation of 32Dcl3 cells

According to previous study^66^, 32Dcl3 cells with a concentration of 2 × 10^5^ cells /ml were collected, washed twice with PBS to remove IL-3, and then resuspended in the induction medium containing complete RPMI 1640 medium supplemented with 25 ng/ml of G-CSF (#78012_C, Stem Cell). Under the condition of the above, 32Dcl3 cells were harvested at sixth day. On the sixth day, cells were collected, and morphological evaluation was carried out using Wright-Giemsa staining solution (G1020, Solarbio) according to the manufacturer’s protocol. The morphology of cells was observed by optical microscope (Nikon Eclipse Ni; Japan).

### Immunostaining

For immunostaining, 5 × 10^5^ THP-1 cells, CD34+ primary AML cells or THP-1 cells with stable expression of control or LZ were plated and subjected to different treatments for various times at 37 °C. Then, the cells were washed with PBS, fixed with 4% formaldehyde at room temperature for 15 min and then blocked with buffer (TBS-Tx supplemented with 2% BSA and 0.1% Triton X-100) at room temperature for 30 min. Next, the cells were incubated with indicated antibodies at 4 °C overnight. The following day, the cells were incubated with secondary antibodies for 1 h before adding the antifade mounting medium. Images were acquired under a ZEISS LSM 900 confocal microscope. Primary AML cells were from 3 male and 3 female patients.

People voluntarily participated in the study by signing informed consent form. Although there are differences in age or gene mutation, it has not affected the conclusion in this study. The study was approved by the Human Ethics Committee of the Shandong University (SDULCLL2020-1-14).

### Chromatin immunoprecipitation and RNA-seq

1×10^7^ THP-1 or PMA-treated THP-1 cells were fixed in 1% formaldehyde at room temperature for 10 min, quenched with 125 mM glycine and harvested. The harvested cells were sent to Active Motif China (Shanghai, China) for ChIP-Seq. Active Motif prepared chromatin, performed ChIP reactions, generated the libraries and performed basic data analysis. In brief, chromatin was isolated by adding lysis buffer and fragmented by sonication. DNA was sheared to an average length of 200-500 bp with EpiShear probe sonicator (Active Motif, 53051). The same amount of Drosophila chromatin (Active Motif, 53083) was incubated with sheared chromatins from THP-1 cells and PMA-treated PMA cells, respectively for ChIP normalization. Genomic DNA (Input) was prepared by de-crosslinking at 65 °C for 4 h followed by RNase A and Proteinase K digestion. The Input DNA was purified with PCR Purification Kit (Qiagen, 28004) and quantified (Onedrop, Wins). Fragmented chromatin mix (for IP) was incubated with 5 μl of anti-C/EBPα (Cell Signaling Technology, 8178) and 1 μg of Drosophila H2A.v antibody (Active Motif, 61686) at 4 °C for overnight. 25 μl of rProtein G Magarose Beads (Smart-Lifesciences, SM004005) were added to the samples and incubated at 4 °C for 2 h. Complexes were washed, eluted from the beads with SDS buffer, then de-crosslinked at 65 °C for overnight. The de-crosslinked chromatin was subjected to RNase A and proteinase K treatment. ChIP DNA was purified with PCR Purification Kit (Qiagen, 28004) and quantified (Thermo Fisher, Qubit). Illumina sequencing libraries were prepared from the ChIP-DNA and input DNAs with VAHTS Universal DNA Library Prep Kit for Illumina V4. Raw reads were filtered to obtain high-quality clean reads by removing sequencing adapters, short reads (length <35 bp) and low-quality reads using trim-galore (v0.6.4). Then FastQC (v0.11.9) and Multiqc (v1.8) is used to ensure high reads quality. The clean reads were mapped to the human genome (assembly human genome hg38, primary genome) using the Burrow-Wheeler Aligner (BWA v0.7.17) software. The clean reads were mapped to the Drosophila genome (assembly Drosophila genome dm6, spike-in genome) using the Burrow-Wheeler Aligner (BWA v0.7.17) software. PCR duplicates were removed using Picard (v2.22.2-0). Scale factors were calculated by formula (number of the clean reads mapped to spike-in genome/the maximum of numbers of the clean reads mapped to spike-in genome). Subset of the clean reads were determined by randomly downsampling using bamtools (V2.5.1), the numbers of reads to keep were calculated by formula (number of the clean reads mapped to primary genome). Peak detection was performed using the MACS2 (v2.2.6) peak finding algorithm with 0.05 set as the q-value cutoff. Annotation of peak sites to gene features was performed using the homer annotatePeaks.pl (v4.10). Pearson correlation coefficient between biological replicates was calculated using deeptools (v3.4.3) with default parameters. The resulting histograms were stored in bigWig files using deeptools (v3.4.3).

RNA-seq assay was performed on THP-1 and PMA-treated THP-1 by LC SCIENCES (Hangzhou, China). Total RNA was extracted using Trizol reagent (thermofisher, 15596018) following the manufacturer’s procedure. After total RNA was extracted, mRNA was purified from total RNA (5 μg) using Dynabeads Oligo (dT) (Thermo Fisher, CA, USA). Next, the mRNA was cut into short fragments and then the cleaved RNA fragments were reverse transcribed to generate cDNA. Finally, we conducted the 2×150 bp paired-end sequencing (PE150) on an Illumina Novaseq™ 6000. The expression analysis of genes was performed by DESeq2 software.

### Protein purification

The C-terminal 6×His tagged pET28a-EGFP-C/EBPα and pET28a-EGFP-C/EBPα-p30 plasmids were overexpressed in *Escherichia coli* BL21 (DE3) cells. The cells were induced with 0.5 mM IPTG after the OD 600 reached to 0.6 and then incubated at 18°C for 12 h. The *E.coli* cells were collected, resuspended and lysed in 300 mM NaCl, 10 mM Tris and 20 mM imidazole at pH 8.0. The 6×His tagged proteins were purified with Ni-NTA Agarose (QIAGEN, 30210) and eluted in 300 mM NaCl, 10 mM Tris and 500 mM imidazole at pH 8.0. Finally, the soluble proteins were further concentrated using an Amicon Ultra-15 filter (Millipore, UFC903096). All purified proteins were quantified with a photometer (Denovix, DS-11) and stored at −80°C for the following experiments.

### In vitro droplet formation assay

This assay was carried out with the purified EGFP-C/EBPα protein incubated in 10% PEG 8000 and 250 mM NaCl at room temperature for 2 min. The protein mixture was added to 20 mm glass dishes and images were acquired with a ZEISS confocal microscope (LSM 900). Phase contrast and DIC images were acquired for each condition.

### FRAP assay

For the in vitro FRAP assay, EGFP-C/EBPα droplets were transferred to 20 mm glass dishes at room temperature. The droplets were photobleached at 100% laser power using a 488-nm laser, and images were acquired every 2 s. When the fluorescence intensities were ~40% of the prebleached values, fluorescence recovery was monitored using ZEN software, and the values were normalized to the prebleached intensities of the fluorescent C/EBPα droplets.

For the FRAP assay in live cells, HEK 293 T cells were transfected with C/EBPα-EGFP for 48 h and were then treated with 0.1 M mannitol. FRAP was monitored in C/EBPα condensates using a 488-nm laser at 100% power until the fluorescence intensities were 50% of the prebleached values. Similar to the in vitro FRAP assay, time-lapse images were acquired using a ZEISS confocal microscope (LSM 900) at intervals of 2 s, and the fluorescence intensities were normalized to the prebleached values. FRAP data were analysed for eight biological replicates per experiment.

### Co-IP and western blot analysis

For Co-IP, cells were lysed with M-PER™ Mammalian Protein Extraction Reagent (Thermo Scientific, 78501) supplemented with 1×protease and phosphatase inhibitor cocktail for 20 min at 4 °C. And then the lysate was incubated with magnetic beads that had bound the target antibody 4 °C overnight. On the second day, the protein-magnetic bead complex was boiled in 2×SDS loading buffer at 95 °C for 5 min.

The experimental samples were loaded into an SDS‒PAGE gel, and proteins were subsequently transferred from the gel to a PVDF membrane. The PVDF membrane was blocked with 5% milk dissolved in TBST at room temperature and incubated with primary and HRP-conjugated secondary antibodies. The results were imaged using Chemiluminescent Imaging System (champchemi). Protein levels were quantified with Image J software.

### Native gel electrophoresis

To confirm the existence of protein dimer, we performed the Native Page. Protein was harvested from HEK 293 T which overexpressed mCherry-tagged C/EBPα-p30 or LZ together with C/EBPα. And the protein was extracted using nondenature Lysis Buffer (C510013, Sangon Biotech) without SDS. Then, the 8% Native pages were performed using Native PAGE Preparation kit (C631101, Sangon Biotech) according to the manufacturer’s instructions. The lysate was loaded into a Native-PAGE gel and placed in the Tris-Glycine Native PAGE Running Buffer PH 8.8 (C506035, Sangon Biotech). Proteins were transferred to a PVDF membrane, and western analysis was performed.

### Design of the small peptide

The small peptide was synthesized by the GL Biochem (Shanghai) Ltd. The detailed sequence is as follows: TAT (YGRKKRRQRRR) + GG + LZ domain (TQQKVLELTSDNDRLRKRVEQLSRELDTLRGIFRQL) + 5-TAMRA.

### qRT-PCR

RNA isolation was carried out according to the manufacturer’s protocol. RNA was reverse-transcribed using EVO M-MLV Premix. Complementary DNA was analysed using the SYBR® Green Premix Pro Taq HS qPCR Kit and RT-PCR was carried out on PCR amplifier (Roche) with GAPDH as the control. The following primers were used:

*GAPDH, forward: GCACCGTCAAGGCTGAGAAC;*

*reverse: TGGTGAAGACGCCAGTGGA;*

*CD11b, forward: CAACGGAGCCCGAAAGAATG;*

*reverse: CTCCCACCCCAATGACGTAG;*

*CD68, forward: CTCTCCGAGTCCTAGCCCAA;*

*reverse: GCTTCCCTGGACCTTGGTTT;*

### Flow cytometry

For cell surface staining, cell suspensions were incubated with the specific labelled antibodies CD11b and CD68 at 4 °C for 30 min. The flow cytometric analyses were performed in Galias (Beckman Counter), and all data were analyzed using FlowJo 10.0.7.

### Live-cell imaging

Cells plated in glass dishes and then subjected to different treatments. Raw images were acquired with a ZEISS confocal microscope (LSM 900) with a 63×oil objective using a 488-nm or 561-nm laser. In detail, droplets were imaged and analysed using ZEN software. All images were acquired with the same parameters, and the droplets were counted using Image J. During the experiment, the cells were incubated at 37 °C in 5% CO_2_.

### Mouse model

C57/BL6 mice aged 6-8 weeks and female NOD/SCID mice aged 3 to 4 weeks were purchased from Charles River and were maintained in the laboratory animal centre of Shandong University. Mice were maintained on a 12 h dark/light cycle at ambient temperature (72 ± 2 F) with controlled humidity (~45%). Animal protocols were approved by the Animal Ethics Committee of Shandong University (SDULCLL2020-2-12). All mice were randomly divided into the indicated groups.

For MLL-AF9 model, some C57/BL6 mice were injected with 1 × 10^6^ MLL-AF9 cells or MLL-AF9 cells stably expressing mScarlet tagged control or LZ lentivirus after one week adaption. And then, mice were injected intravenously with 50 mg/kg Ara-C daily for 5 days and with 1.5 mg/kg Dox for the first three days of the treatment period (‘5 + 3’ regimen) with or without rapamycin for 5 days (1 mg/kg) after model establishment. Finally, the mice were killed and the parameters were measured in each group. Other C57/BL6 mice were injected with 1 × 10^6^ MLL-AF9 cells or MLL-AF9 cells stably expressing RFP tagged control or C/EBPα (WT), C/EBPα-p30, C/EBPα-S16E or C/EBPα-S16A, the mice were executed after 7 days and their related parameters were observed.

For AML xenograft mouse models, male NOD/SCID mice were injected with mScarlet tagged 1 × 10^7^ THP-1-control or THP-1-LZ cells. And then mice were injected with Ara-C and Dox with or without rapamycin as in MLL-AF9 mouse model. The weight of spleen and the percentage of positive cells in bone marrow were collected after 40 days.

### Image J analysis

A set of fluorescence images from the experiment were obtained using the same microscope settings (such as resolution, optical zoom, gain, laser intensity and scan speed) to ensure consistency between the sample and the experiment. The original picture was imported into the Image J and converted into 8 bit, and then adjusted the parameters to accurately identify particles. In order to accurately count the number of particles, we set different thresholds according to different experimental materials. For example, the threshold is set to 50–255 grey level for phase-separated particles produced by overexpressed-C/EBPα in HEK 293 T and THP-1 cells. For endogenous C/EBPα particles, set the thresholds of MLL-AF9 cells, AML primary cells, 3T3-L1 cells and 32Dcl3 as 90-255, 75-255, 85-255 and 60-255, which effectively eliminated the background signals in the analysis. The numbers of puncta of each cell within these parameters were evaluated.

### Statistical analysis

All experiments were repeated at least three times on independent days to ensure data quality and reproducibility. For the immunostaining and droplets, at least 20 images were acquired for each independent experiment. Comparisons between two conditions were performed using *Student’s t-test* with GraphPad Prism 9. The data are presented as the mean ± SEM. Generally, statistical significance is shown as follows: *p* < 0.05, *p* < 0.01, *p* < 0.001, *p* < 0.0001, and statistically no significance is *p* > 0.05.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

### Source data

Source Data

## Data Availability

The raw sequencing data of CHIP-Seq and RNA-Seq generated from this study have been deposited to the GEO database under the accession codes GSE243422, GSE243423 and GSE243424. Source data are provided with this paper.

# Supplementary material for: Homodimer-mediated phosphorylation of C/EBPα-p42 S16 modulates acute myeloid leukaemia differentiation through liquid-liquid phase separation
**Source:** Nat Commun. 2023 Oct 30;14:6907. doi: 10.1038/s41467-023-42650-3
**Supplement:** Supplementary file 1 — Supplementary Information

1 Supplementary Figures

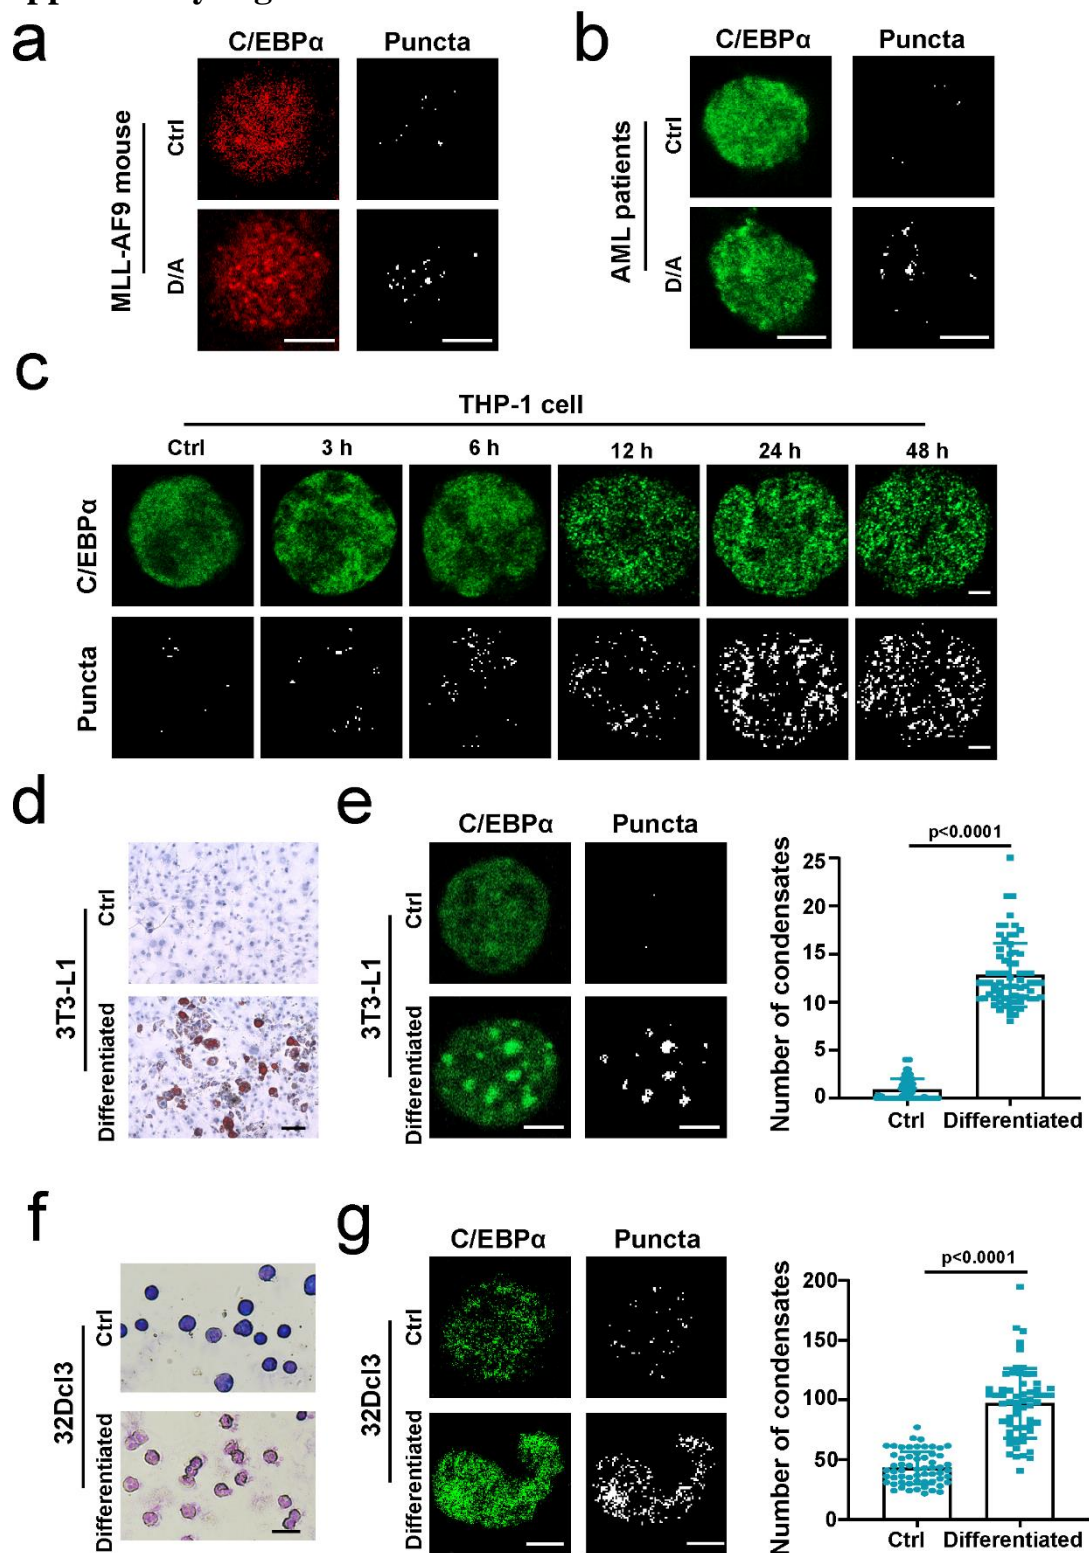

2 Supplementary Fig.1 | C/EBPα undergoes an abnormal particle alteration in different

3 differentiation systems. a-c, The segmented puncta after quantification for Fig. 1d-f. d, Oil

4 red O was used to confirm that 3T3-L1 cells differentiated into adipocytes (n = 3

5 biologically independent experiments). e, Immunofluorescence analysis of endogenous
6 C/EBP α condensate in 3T3-L1 cells and adipocytes. Quantification of endogenous C/EBP α
7 condensates in each cell (n = 3 biologically independent experiments). A two-tailed
8 unpaired Student's *t*-test was used for statistical analysis, and data were presented as mean
9 values $\pm$ SEM. f, Wright-Giemsa staining solution confirmed that 32Dcl3 cells
10 differentiated into granulocytes (n = 3 biologically independent experiments). g,
11 Immunofluorescence analysis of endogenous C/EBP α condensate in control and
12 differentiated 32Dcl3. Quantification of endogenous C/EBP α condensates in each cell (n
13 = 3 biologically independent experiments). A two-tailed unpaired Student's *t*-test was used
14 for statistical analysis, and data were presented as mean values $\pm$ SEM. The experiments in
15 e and g were observed at least 20 random fields in each experiment. For a, b, e and g, scar
16 bars, 5 μ m. For c, scar bar, 2 μ m. For d and f, scar bar, 20 μ m. Source data are provided as
17 a Source Data file.

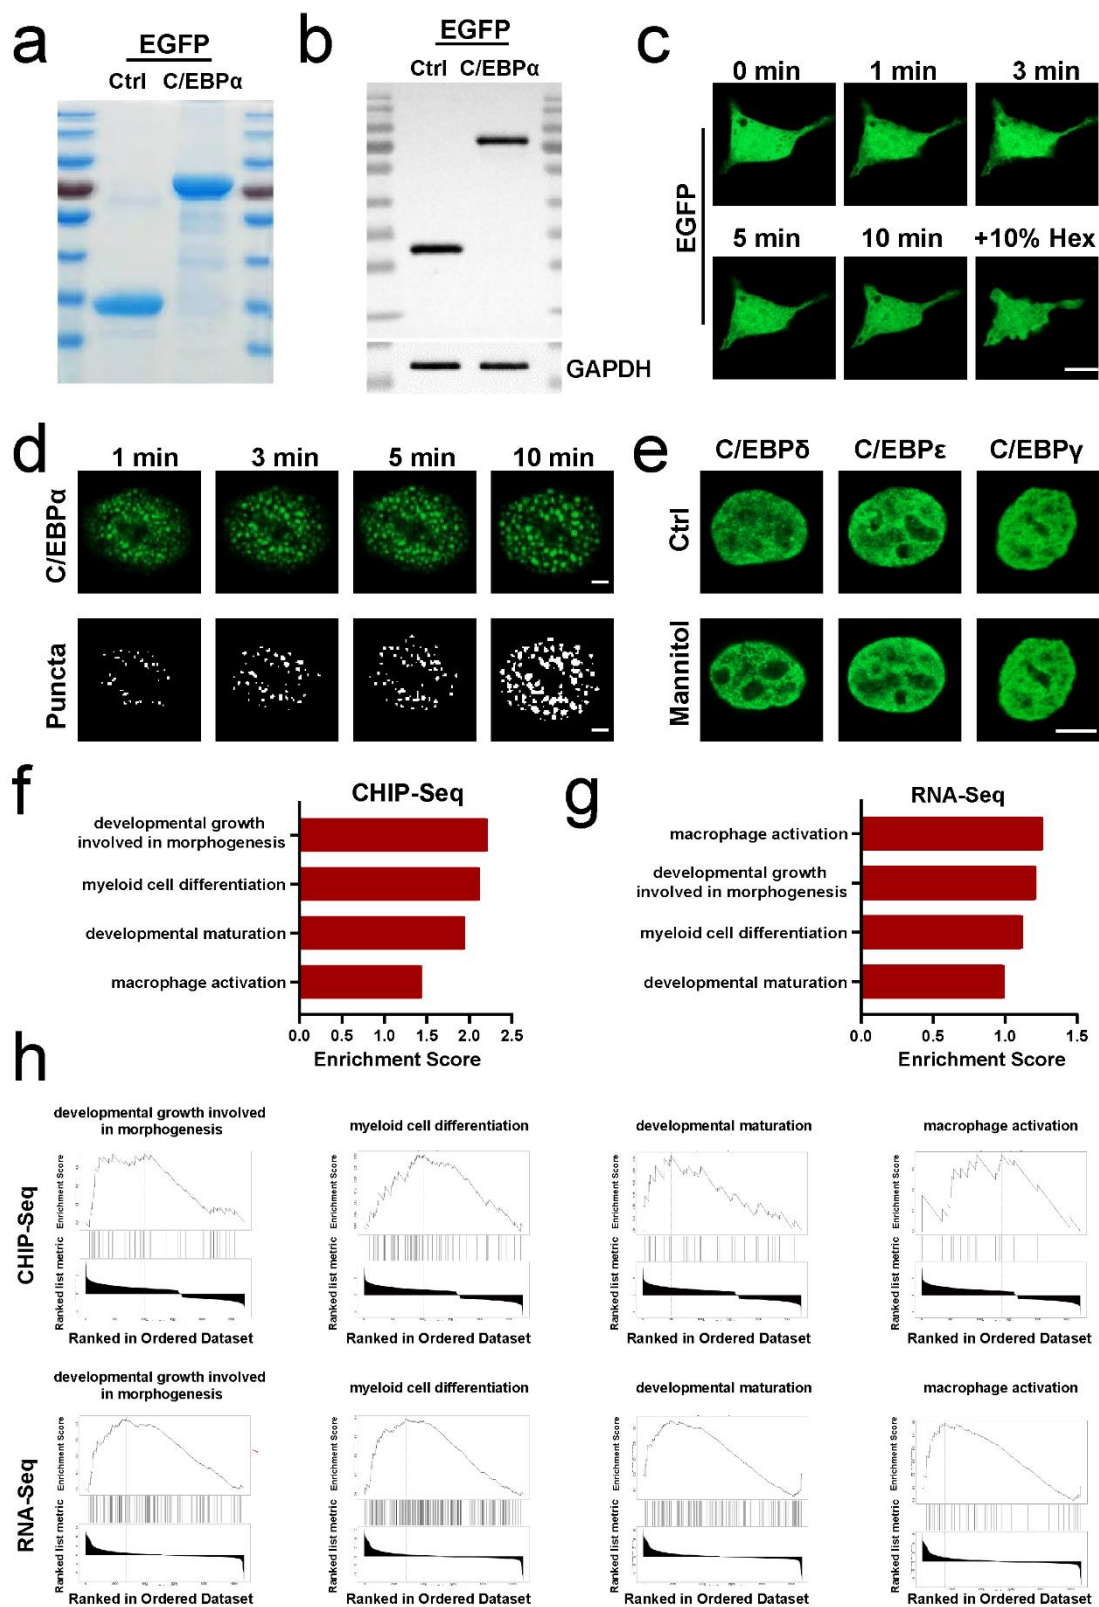

Supplementary Fig.2 | The LLPS of C/EBPα promoted its transcription ability. a,

Coomassie blue staining of recombinant C/EBPα proteins purified from *E.coli*. b, HEK

293T cells transfected with EGFP and C/EBPα-EGFP were analysed using western

blotting. c, Live-cell imaging of HEK 293T cells expressing EGFP at the indicated

22 times following mannitol treatment. d, The segmented puncta after quantification for
23 Fig.2f. e, Live-cell imaging of HEK 293T cells expressing C/EBP δ , C/EBP ϵ , C/EBP γ
24 with or without mannitol (n = 3 biologically independent experiments). f and the upper
25 line of h, the GSEA analysis of ChIP-seq showed that the phase-separated C/EBP α
26 activated some differentiation-related pathways in PMA treated THP-1 cells. g and
27 bottom line of the h, the GSEA analysis of RNA-seq showed the phase-separated of
28 C/EBP α also activated the same differentiation-related pathways in PMA treated THP-
29 1 cells (n = 3 biologically independent experiments). 

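Panel g gives a score per pathway for the RNA-seq data, and the bottom line of panel h the running sum from which such a score is made. It climbs at each gene of the pathway and declines at each other gene along the ranking from higher to lower after PMA, and its peak is the enrichment score. In the re-analysis the peak was 0.78 for macrophage activation, 0.34 for myeloid cell differentiation, 0.48 for developmental maturation and 0.23 for developmental growth involved in morphogenesis. The genes before the peak, the leading edge, numbered 4, 18, 17 and 6 in that order.
CRTC3, a coactivator of CREB, completed the leading edge of macrophage activation beside IFI35 and the interferon-gamma receptor chains, with a log2 fold change of 0.72 (standard error 0.09), and SBNO2 had 0.40 (standard error 0.10). The call of SBNO2 was lost by DESeq2 (0.28, adjusted p = 0.0622) and by edgeR with no filter (0.25, adjusted p = 0.131, the highest over all settings run, with 0.000724 the lowest). The leading edge of myeloid cell differentiation opened with ALAS1, the first enzyme of heme synthesis, which rose by 2.32 (standard error 0.09). It also held the AP-1 family member BATF2 with 4.66 (standard error 0.20). It further held JUNB with 0.83 (standard error 0.09) and TET2, a DNA demethylase, with 0.90 (standard error 0.09). At the other end of that pathway lay the ribosomal protein genes RPS6 at −1.08 (standard error 0.13) and RPS19 at −1.19 (standard error 0.23) and the mitochondrial chaperone HSPA9 at −0.94 (standard error 0.10). In developmental maturation XYLT1, a proteoglycan xylosyltransferase, rose by 2.23 (standard error 0.08), the uridylyltransferase TUT7 by 2.01 (standard error 0.08) and the transcription factor POU2F2 by 1.90 (standard error 0.17). TRIP13, a mitotic checkpoint ATPase, fell, at −1.53 (standard error 0.08). In developmental growth LIMK1, a kinase of cofilin, rose by 0.61 (standard error 0.08) and the adhesion molecule ALCAM by 0.61 (standard error 0.11). The semaphorin SEMA3F and the neuritin gene NRN1 fell, at −0.93 (standard error 0.16) and −0.75 (standard error 0.10). FAM20C and L3MBTL3 counted toward the leading edges of both myeloid cell differentiation and developmental maturation. Genes named here were picked from the pathways after their values were seen. All rises and falls named had an adjusted p under 0.05 from edgeR's quasi-likelihood test, with n = 3 libraries per group.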

For c and e, scar bar, 5 μ m. For
30 d, scar bar, 2 μ m. Source data are provided as a Source Data file.

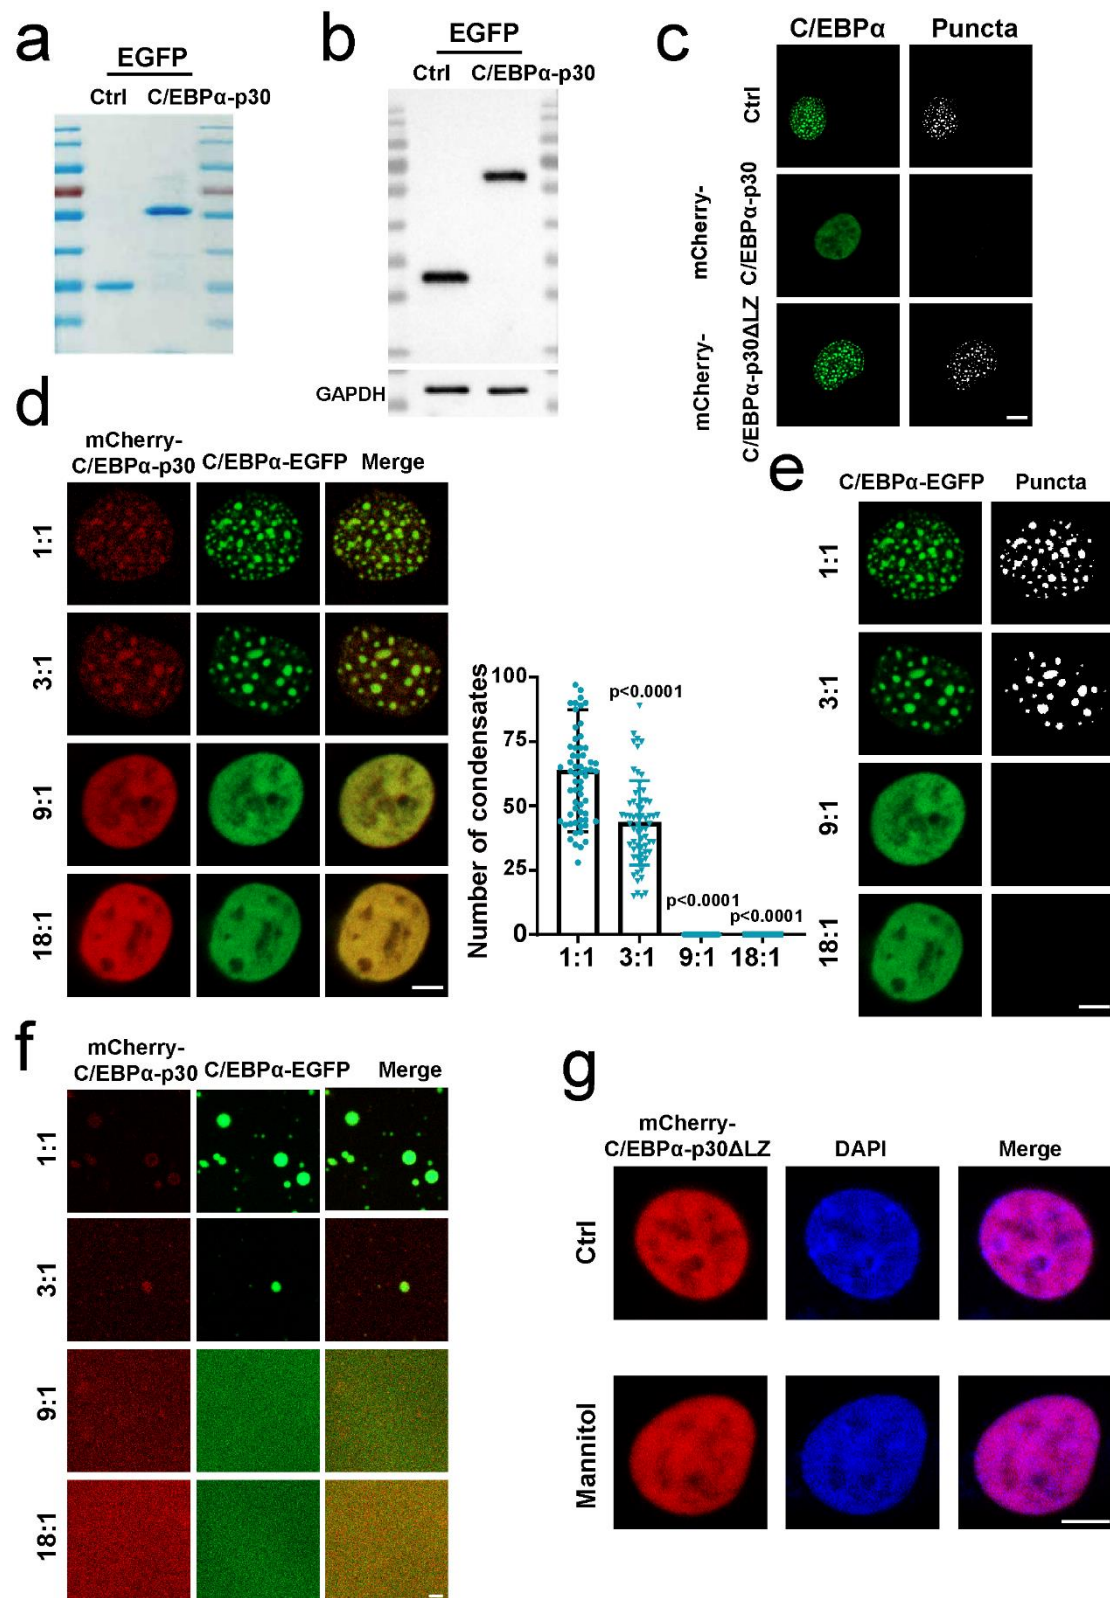

Supplementary Fig.3 | C/EBPα-p30 affects the LLPS C/EBPα and C/EBPα-p30

Δ LZ has no LLPS. a, Coomassie blue staining of recombinant C/EBPα-p30 proteins

purified from *E.coli*. b, HEK 293T cells transfected with EGFP and C/EBPα-p30 were

34 analyzed using western blotting. c, The segmented puncta after quantification for
35 Fig.3g. d, The images indicated that the number of C/EBP α -EGFP puncta in mannitol-
36 treated HEK 293T cells. The mass ratio of C/EBP α -p30 construct to full-length
37 C/EBP α construct were 1:1, 3:1, 9:1 and 18:1. The mass of C/EBP α -EGFP is 0.2 μ g.
38 Quantification of C/EBP α -EGFP puncta (n = 3 biologically independent experiments).
39 A two-tailed unpaired Student's *t*-test was used for statistical analysis, and data were
40 presented as mean values $\pm$ SEM. e, The segmented puncta after quantification for
41 Supplementary Fig.3d. f, The images indicated the number of C/EBP α -EGFP puncta
42 in the mixture of purified mCherry-tagged C/EBP α -p30 and C/EBP α -EGFP in the
43 mass ratios of 1:1, 3:1, 9:1 and 18:1 (n = 3 biologically independent experiments). The
44 mass of purified C/EBP α -EGFP protein is 14 ng. g, Images of HEK 293T cells that
45 expressing mCherry-tagged C/EBP α -p30 Δ LZ with or without mannitol. For c-e and g,
46 scar bar, 5 μ m. For f, scar bar, 2 μ m. Source data are provided as a Source Data file.

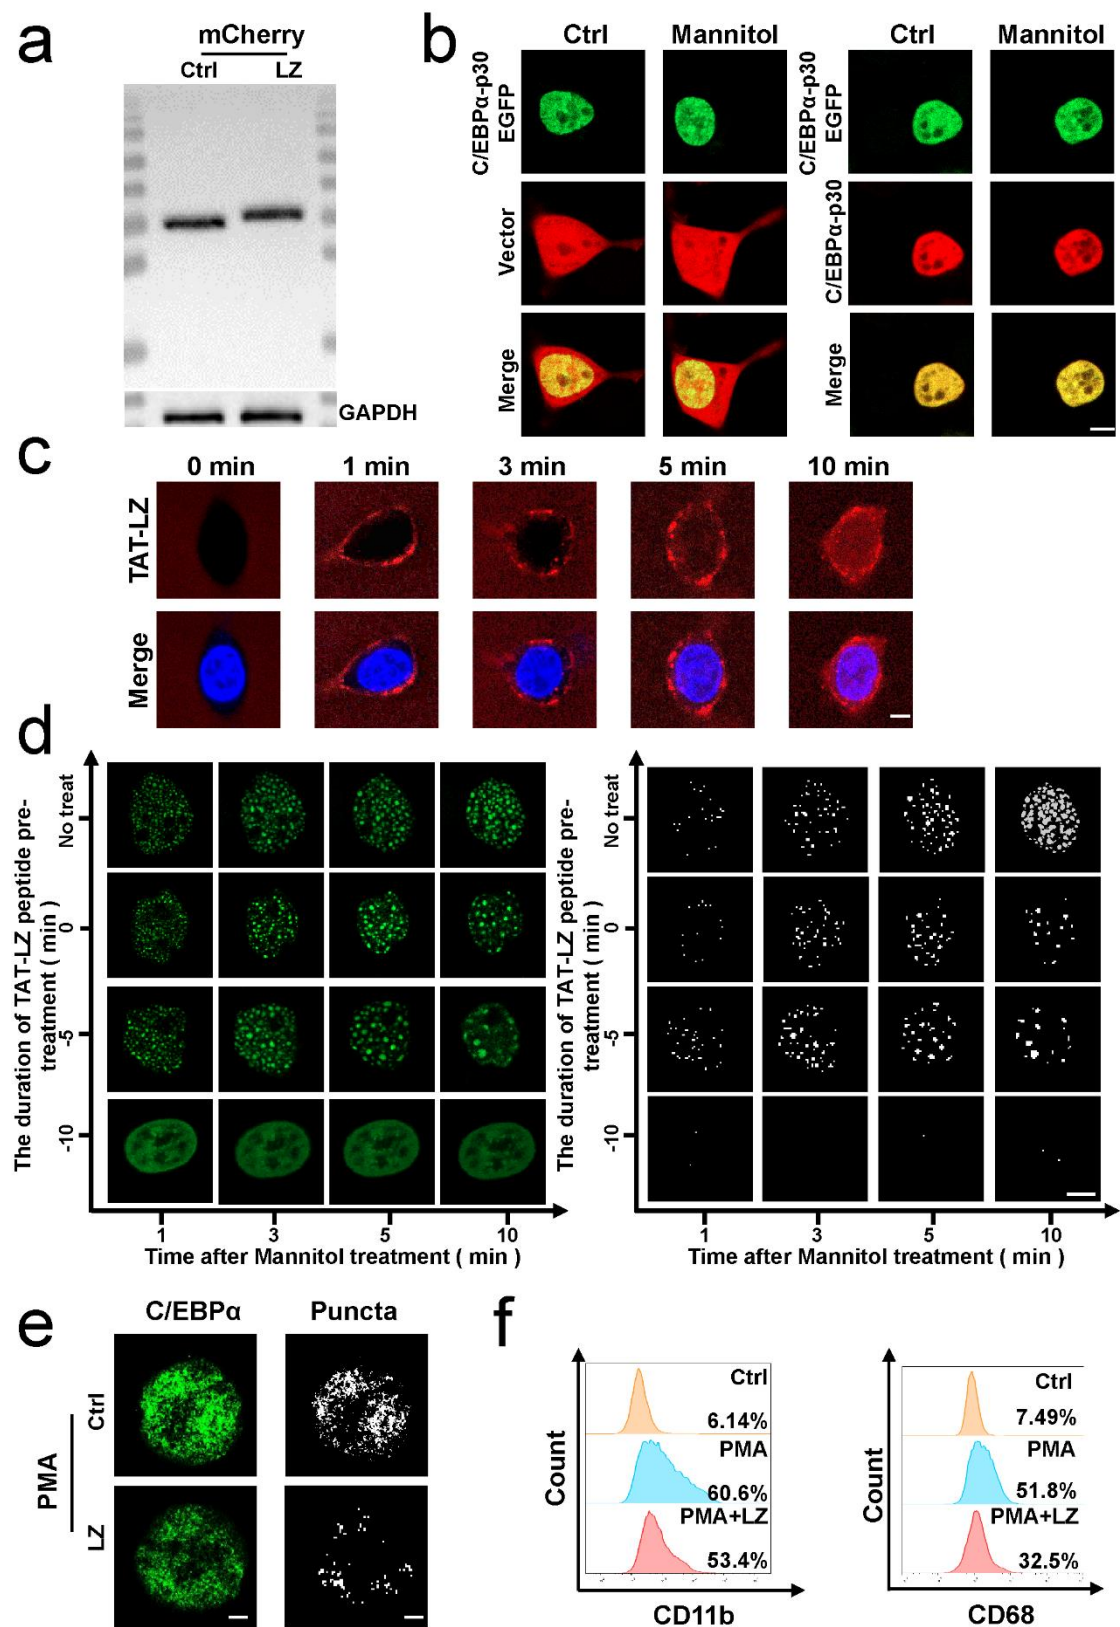

Supplementary Fig.4 | The LZ fragment inhibits the LLPS. a, Western blot analysis showed LZ fragment was constructed into HEK 293T cells. b, Live-cell images showed that there is no phase separation in mannitol-treated HEK 293T cells transfected

50 with C/EBP α -p30-EGFP plasmid to mCherry-vector plasmids or C/EBP α -p30 at a
51 molar ratio of 1:1 (n = 3 biologically independent experiments). c, Representative
52 images showed the entry of 5 μ M TAT-LZ into HEK 293T living cells at 0, 1 min, 3
53 min, 5 min and 10 min. d-e, The segmented puncta after quantification for Fig.4e and
54 4g. f, Representative flow analysis pictures for 4j. For b-d, scar bar, 5 μ m. For e, scar
55 bar, 2 μ m. Source data are provided as a Source Data file.

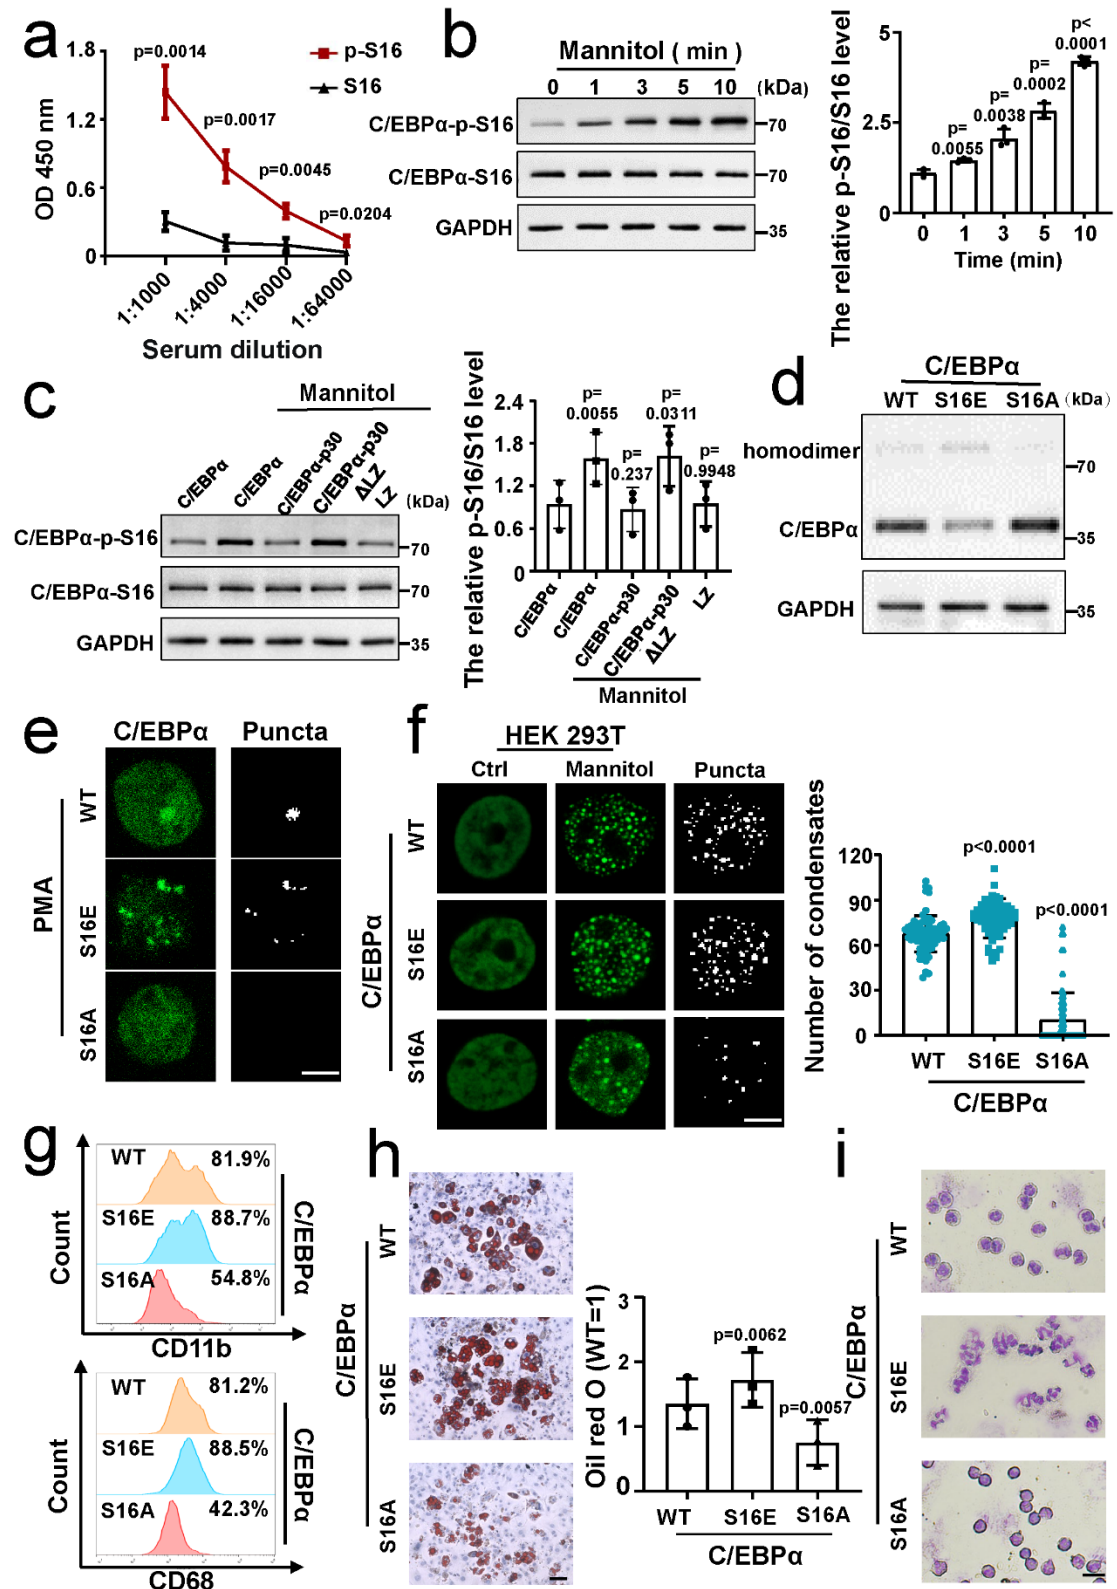

Supplementary Fig.5 | Phosphorylation of C/EBPα at S16 stabilizes its LLPS to promote differentiation. a, Elisa assay showed the specificity of anti-C/EBPα-p-S16 antibody (n = 3 biologically independent experiments). b, Western blot analysis showed

the elevated level of C/EBP α phosphorylation at S16 (p-S16) in HEK 293T cells transfected with C/EBP α -EGFP under mannitol treatment for 0, 1 min, 3 min, 5 min and 10 min. Relative p-S16 level (n = 3 biologically independent experiments). A two-tailed unpaired Student's *t*-test was used for statistical analysis, and data were presented as mean values $\pm$ SEM. c, Western blot analysis showed the level of C/EBP α p-S16 in HEK 293T cells transfected with the p30, p30- Δ LZ, or LZ together with C/EBP α -EGFP at a mass ratio of 9:1 after mannitol treatment. Relative p-S16 level (n = 3 biologically independent experiments). A two-tailed unpaired Student's *t*-test was used for statistical analysis, and data were presented as mean values $\pm$ SEM. d, The analysis of native gel electrophoresis showed that the changes of C/EBP α -p42 homodimers in the HEK 293T cells transfected with Control, C/EBP α p-S16E or C/EBP α p-S16A together with C/EBP α . e, The segmented puncta after quantification for Fig.5d. f, Representative images of HEK 293T living cells transfected with C/EBP α -S16E-EGFP, C/EBP α -EGFP (WT) or C/EBP α -S16A-EGFP without or with mannitol and the segmented puncta after quantification. Quantification of C/EBP α condensates. A two-tailed unpaired Student's *t*-test was used for statistical analysis, and data were presented as mean values $\pm$ SEM. g, Representative flow analysis pictures for 5g. h, Oil red O assay showed the effect of C/EBP α -S16 on differentiation of 3T3-L1 into adipocytes. Quantification of Oil red O staining (n = 3 biologically independent experiments). A two-tailed unpaired Student's *t*-test was used for statistical analysis, and data were presented as mean values $\pm$ SEM. i, Wright-Giemsa staining showed the effect of C/EBP α -S16 on differentiation of 32Dcl3 cells into granulocytes (n = 3 biologically independent experiments). For a-c, f and h, a two-tailed unpaired Student's *t*-test was used for statistical analysis, and data were presented as mean values $\pm$ SEM. For e and f, scar bar, 5 μ m. For h and i, scar bar, 20 μ m. Source data are provided as a Source

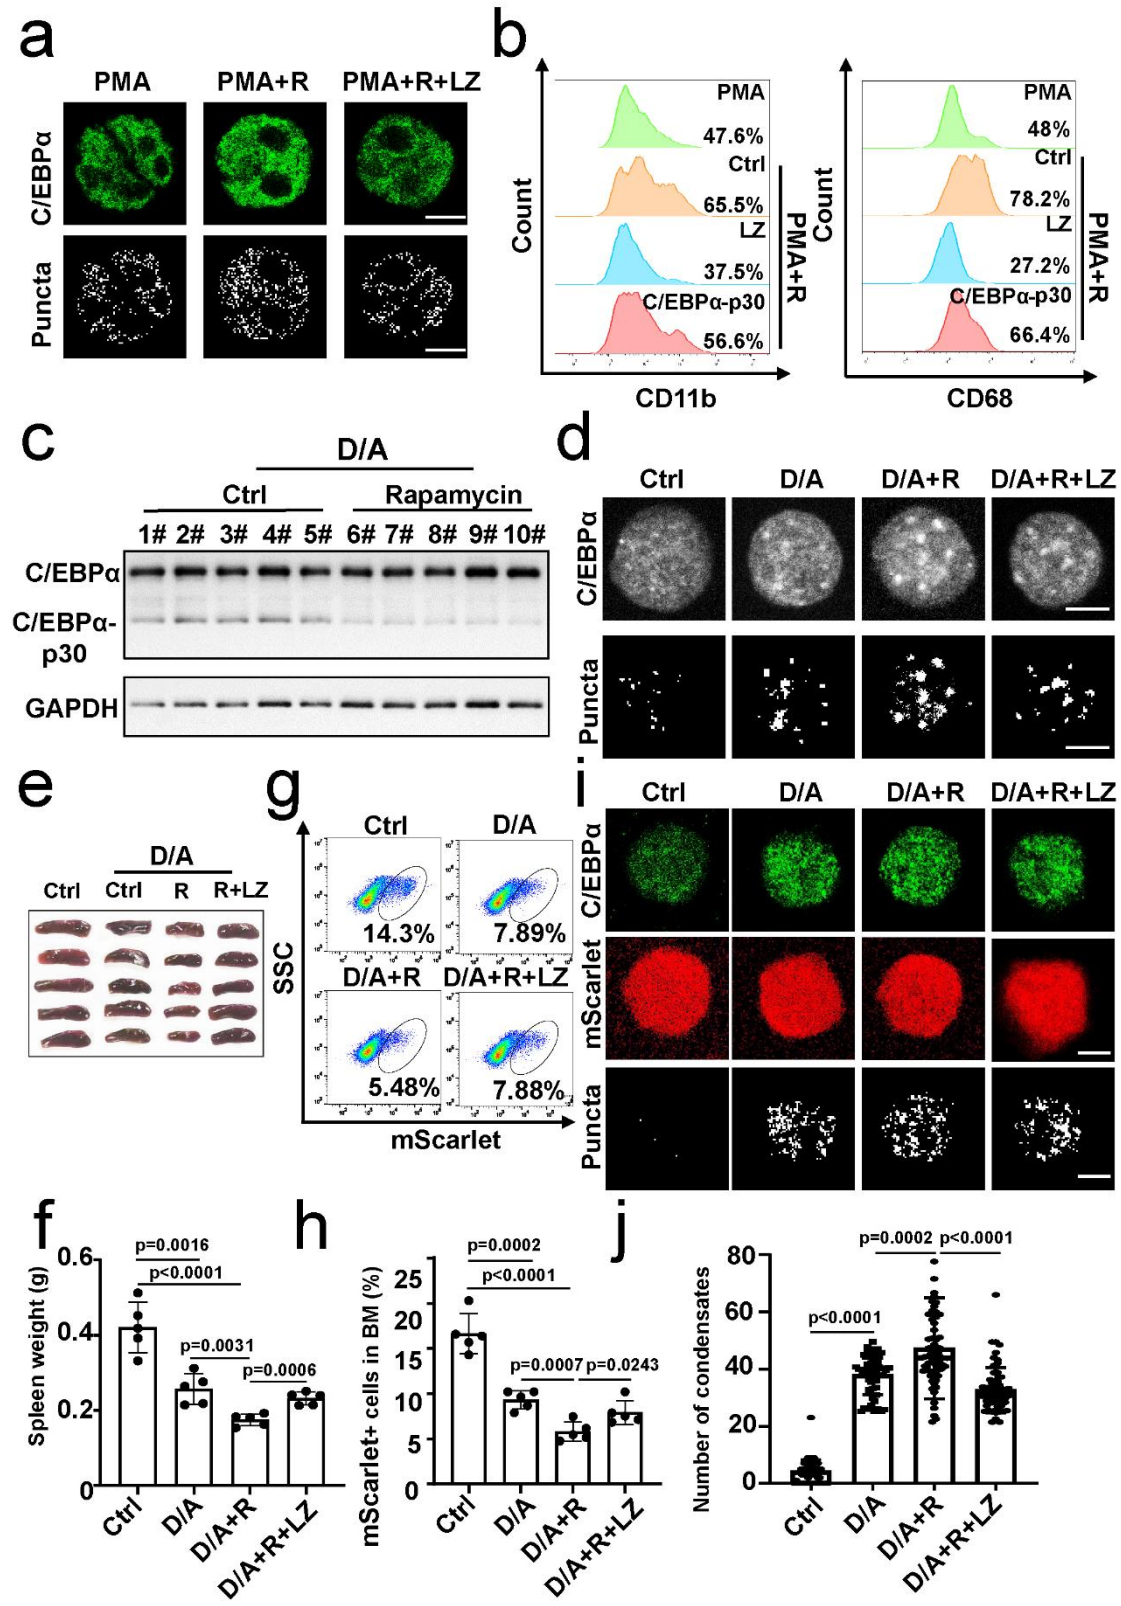

85 Supplementary Fig.6 | Decreasing the endogenous C/EBPα-p30/C/EBPα ratio

86 rescues the function of C/EBPα through its LLPS. a, The segmented puncta after

87 quantification for Fig.6b. b, Representative flow analysis pictures for Fig. 6d. c,
88 Western blot analysis showed that rapamycin affect ratio of C/EBP α -p30/C/EBP α -p42
89 in Ara-C and Dox-treated MLL-AF9 mice (n = 5 per group). d, The segmented puncta
90 after quantification for Fig.6h. e-f, In the AML xenograft model, on the 40th day, the
91 representative photographs and weights of spleens isolated from mScarlet+ GFP+
92 MLL-AF9 mice in the four groups (n = 5 per group). g-h, In the AML xenograft model,
93 flow cytometric analysis of mScarlet+ leukaemia cells in BM of the four groups and
94 quantification of mScarlet+ leukaemia cells (n = 5 per group). i, In the AML xenograft
95 model, immunofluorescence photograph analysis of the number of endogenous
96 C/EBP α condensates in the control, D/A, D/A+R and D/A+R+LZ groups (n = 5 per
97 group). j, quantification of endogenous C/EBP α condensates in each cell. For f-j, a two-
98 tailed unpaired Student's *t*-test was used for statistical analysis, and data were presented
99 as mean values $\pm$ SEM. For a, d, i, scar bar, 5 μ m. Source data are provided as a Source
100 Data file.

# Supplementary material for: Homodimer-mediated phosphorylation of C/EBPα-p42 S16 modulates acute myeloid leukaemia differentiation through liquid-liquid phase separation
**Source:** Nat Commun. 2023 Oct 30;14:6907. doi: 10.1038/s41467-023-42650-3
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

☐	☒	The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒	A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒	The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐	A description of all covariates tested
☒	☐	A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒	A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒	For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐	For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐	For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☐	☒	Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection No software were used

Data analysis GraphPad Prism 9 and Image J.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The raw sequencing data of CHIP-Seq and RNA-Seq generated from this study have been deposited to the GEO database under the accession codes GSE243422, GSE243423 and GSE243424.

Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender	We obtained AML primary cell from from 3 male and 3 female patients.
Reporting on race, ethnicity, or other socially relevant groupings	They are from China, Han group.
Population characteristics	The newly diagnosed AML with normal karyotype without any treatment was collected. The age were 23-48 years old with FLT3, NPM1 ,Kras mutant or wild type.
Recruitment	People voluntarily participated in the study by signing informed consent form. Although there are differences in age or gene mutation, it has not affected the conclusion in this study.
Ethics oversight	The study was approved by the Human Ethics Committee of the Shandong University (SDULCLL2020-1-14).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample sizes were chosen based on preliminary data demonstrating statistically significant differences for each specific assay.
Data exclusions	The exclusion criteria were as follows: age <15 years and > 70 years, diarrhea, receiving antibiotics or hormone therapy within the last 10 weeks, and blood pressure anomalies.
Replication	All experiments were performed with at least three technical replicates on more than one occasion to ensure reproducibility across experiments.
Randomization	The mice used in the experiments were randomly divided into different treatment groups. We also randomly selected one subset from the participants meeting the inclusion criteria.
Blinding	Blinding was not relevant as all processing methods were done through available software with consistent parameters utilized across all treatment groups.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern
☒	☐ Plants

Methods

n/a	Involved in the study
☐	☒ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	The following antibodies and reagents were purchased from the indicated companies: anti-C/EBP α (Cell Signaling Technology, 2295; for IF, 1:50; for WB, 1:1000); anti-mCherry (Invitrogen, M11217; 1:1000); anti-EGFP (Santa Cruz, sc-9996; 1:2000); anti-CD11b (101226, BioLegend; 1:20); anti-CD68 (333805, BioLegend; 1:20); anti-Flag (Proteintech, 66008-4-Ig; 1:1000); anti-GAPDH (Abways, AB0038; 1:5000); anti-C/EBP α (Cell Signaling Technology, #8178; For Chip-Seq, 1:100); Goat Anti-Mouse IgG antibody (Abways, AB0102, 1:5000)
Validation	All the antibodies used in this study are commercially available and have been verified by the manufacturers according to the data on their websites

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	The primary cells from AML patients; HEK 293T and THP-1 were purchased from the Institute of Hematology and Blood Diseases Hospital, Chinese Academy of Medical Sciences and Peking Union Medical College, Tianjin, China; 32Dcl3 were sourced from Meisen CTCC, Zhejiang, China. 3T3-L1 were purchased from National collection of Authenticated Cell Cultures.
Authentication	For 293T, 3T3-L1 and THP-1 were authenticated by STR profiling. For 32DCL3 were authenticated by PCR assays.
Mycoplasma contamination	Mycoplasma was detected by Hoechst 33258, and all cell lines have no mycoplasma.
Commonly misidentified lines (See ICLAC register)	No

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	C57/B6 male mice aged 6-8 weeks and male NOD/SCID mice aged 3 to 4 weeks were purchased from Charles River and were maintained in the laboratory animal centre of Clinical Medical College, Shandong University. Mice were maintained on a 12-h dark/light cycle at ambient temperature (72 $\pm$ 2F) with controlled humidity (~45%).
Wild animals	The study did not involve wild animals.
Reporting on sex	All mice were male.
Field-collected samples	The study did not involve field-collected samples.
Ethics oversight	Animal protocols were approved by the Animal Ethics Committee of Shandong University (SDULCLL2020-2-12).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Plants

Seed stocks	<i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>
Novel plant genotypes	<i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i>
Authentication	<i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>

ChIP-seq

Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links<br><i>May remain private before publication.</i>	https://figshare.com/s/1112b2e6202990bf2dfa
Files in database submission	H0169
Genome browser session<br>(e.g. UCSC)	https://figshare.com/s/1112b2e6202990bf2dfa

Methodology

Replicates	We used a set of THP-1 and THP-1 treated with PMA for CHIP-seq.
Sequencing depth	Raw reads were filtered to obtain high-quality clean reads by removing sequencing adapters, short reads (length <35bp) and low-quality reads using trim-galore (v0.6.4). Then FastQC (v0.11.9) and Multiqc (v1.8) is used to ensure high reads quality.
Antibodies	C/EBPα, Cell Signaling Technology, #8178; Drosophila H2A.v, Active Motif, 61686;
Peak calling parameters	Peak detection was performed using the MACS2 (v2.2.6) peak finding algorithm with 0.05 set as the q-value cutoff.
Data quality	1×10 ⁷ THP-1 or PMA-treated THP-1 cells were fixed in 1% formaldehyde at room temperature for 10 minutes, quenched with 125 mM glycine and harvested. The harvested cells were sent to Active Motif China (Shanghai, China) for ChIP-Seq. Active Motif prepared chromatin, performed ChIP reactions, generated the libraries and performed basic data analysis. In brief, chromatin was isolated by adding lysis buffer and fragmented by sonication. DNA was sheared to an average length of 200-500 bp with EpiShear probe sonicator (Active Motif, 53051). The same amount of Drosophila chromatin (Active Motif, 53083) was incubated with sheared chromatin from THP-1 cells and PMA-treated PMA cells, respectively for ChIP normalization. Genomic DNA (Input) was prepared by de-crosslinking at 65°C for 4 hours followed by RNase A and Proteinase K digestion. The Input DNA was purified with PCR Purification Kit (Qiagen, 28004) and quantified (Onedrop, Wins). Fragmented chromatin mix (for IP) was incubated with 5 µl of anti-C/EBPα (Cell Signaling Technology, 8178) and 1 µg of Drosophila H2A.v antibody (Active Motif, 61686) at 4°C for overnight. 25 µl of rProtein G Magarose Beads (Smart-Lifesciences, SM004005) were added to the samples and incubated at 4°C for 2 hours. Complexes were washed, eluted from the beads with SDS buffer, then de-crosslinked at 65°C for overnight. The de-crosslinked chromatin was subjected to RNase A and proteinase K treatment. ChIP DNA was purified with PCR Purification Kit (Qiagen, 28004) and quantified (Thermo Fisher, Qubit).
Software	Raw reads were filtered to obtain high-quality clean reads by removing sequencing adapters, short reads (length <35bp) and low-quality reads using trim-galore (v0.6.4). Then FastQC (v0.11.9) and Multiqc (v1.8) is used to ensure high reads quality. The clean reads were mapped to the human genome (assembly human genome hg38, primary genome) using the Burrow-Wheeler Aligner (BWA v0.7.17) software. The clean reads were mapped to the Drosophila genome (assembly Drosophila genome dm6, spike-in genome) using the Burrow-Wheeler Aligner (BWA v0.7.17) software. PCR duplicates were removed using Picard (v2.22.2-0). Scale factors were calculated by formula (number of the clean reads mapped to spike-in genome/the maximum of numbers of the clean reads mapped to spike-in genome). Subset of the clean reads were determined by randomly downsampling using bamtools (V2.5.1), the numbers of reads to keep were calculated by formula (number of the clean reads mapped to primary genome). Peak detection was performed using the MACS2 (v2.2.6) peak finding algorithm with 0.05 set as the q-value cutoff. Annotation of peak sites to gene features was performed using the homer annotatePeaks.pl (v4.10). Pearson correlation coefficient between biological replicates was calculated using deeptools (v3.4.3) with default parameters. The resulting histograms were stored in bigWig files using deeptools (v3.4.3).

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	For all flow cytometry assays, following treatment or post-treatment incubation, cells were washed 2x in PBS.5×10 ⁵ cells were resuspended in 100 ul of pbss, and antibody was incubated for 30 minutes in the dark.
Instrument	Beckman Counter
Software	FlowJo 10.0.7
Cell population abundance	Cells were run to achieve > =20,000 events in the gated cell population

Gating strategy

Gating was performed based on identifying a distinct population in FSC vs SSC plots.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

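RNA-seq of 6 libraries was analysed, 3 of untreated THP-1 cells and 3 of PMA-treated THP-1 cells, as the labels and the methods of the paper describe them. The ChIP-seq data of the paper were not analysed here.
The authors deposited, in one table for all libraries, an estimated count and an FPKM value (fragments scaled to transcript length and to library size) for each of 35424 features, with gene coordinates and Gene Ontology terms. The submitters' processing notes name hg38 and DESeq2. The aligner, the counting tool, the annotation release and the use of strand are not given in the sources used here. The estimated counts that the authors deposited are whole numbers and were not scaled to library size, and the FPKM values that the authors deposited are scaled to gene length and library size and sum to between 257706 and 298737 per library. Low counts pile up at multiples of 4, as if 1 read pair were worth about 4 counts, though most low values are not multiples of 4 and the ratio was not tested. Of the features, 9241 carry only an identifier in place of a name, and 35397 identifiers are in GENCODE v44, whose transcripts gave the GC content of genes. Where several features had the same name the one with the highest mean count was kept, which left 35042.
The counts summed to 61547700, 79445382 and 88227830 in the untreated libraries and to between 64361886 and 65698834 in the PMA libraries. A gene with no counts in a group of 3 libraries was taken to lie under a floor of 12 counts over the group, which would be 3 read pairs if each is worth 4 counts, and folds against such a group are given as lower bounds. These bounds cover counting error only, since the reads carry no molecular identifiers.
The main test was edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3) on the counts as deposited, rounded to whole numbers as they were, with TMM factors from 0.986 to 1.023, treatment as the only term, and Benjamini-Hochberg adjustment over the 12947 genes with an FPKM of at least 1 in at least 3 libraries. A test on FPKM had been planned for a table without counts, and the count test for a table with them. Genes were called at an adjusted p under 0.05. A gene could reach the FPKM minimum through the libraries of 1 group alone. For any list with members near that minimum, this adds rises or falls to its counts. The standard error given with a log2 fold change is its size divided by the square root of edgeR's F statistic. It was worked back from the test in this way and is approximate. Each gene list was tested with camera (limma 3.58.1) with its preset correlation of 0.01 and again with an estimated one, adjusted over the lists, and with fry. GSEA was run with fgsea 1.28.0 (weight 1, 10000 random gene sets, random seed 1) on the genes ranked by the signed square root of edgeR's F statistic, which takes the place of the moderated t planned for limma. The paper's text names neither the ranking nor the gene sets of its GSEA. Pathway members were the genes with any of a set of Gene Ontology terms, written down beforehand, in the deposited table. The terms were chosen by name, and gene sets that pass members up the ontology were not used. The pathway's own term is carried by 5 genes for macrophage activation, 12 for myeloid cell differentiation, 2 for developmental growth and 0 for developmental maturation, so most members come from related terms and the scores are those of these sets. On counts simulated from these libraries, the test recovered 90 of 100 genes changed 2-fold and 24 of 100 changed 1.5-fold, and made 4 calls among 12747 unchanged genes. The simulation gave all genes the same dispersion (0.0245), with no GC trend and no close pair of replicates. Its recovery and its false calls therefore do not carry over to these data.
The 41 gene lists, the terms, the tests, the alternatives and the rule for named genes were fixed before the data were examined, apart from the alternatives named in the closing section as added later. The lists were macrophage, granulocyte, dendritic cell, megakaryocyte and erythroid, lymphoid, and fibroblast and epithelial markers, myeloid progenitor genes, myeloid, AP-1 and EGR and C/EBP transcription factors, DNA replication, mitosis, the E2F and retinoblastoma family, inhibitors of cyclin-dependent kinases, cytokines, the NF-kB pathway, interferon-stimulated genes, lysosome, cholesterol synthesis, lipid transport, integrins, matrix proteases, Fc and complement receptors, pattern recognition receptors, MHC class I and class II, NADPH oxidase, protein kinase C and MAPK feedback, glycolysis, oxidative phosphorylation, ribosome biogenesis, ribosomal proteins, the unfolded protein response, apoptosis, metallothioneins, transcription coactivators, genes the paper names, macrophage activation, myeloid cell differentiation, mitochondrially encoded genes and reference genes. The named genes are those the paper names, the 10 called genes with the largest rise and the 10 with the largest fall in fitted log2 fold change whose groups do not overlap, and for each list or pathway up to 4 called members with a mean FPKM of at least 1 and the largest changes in the direction of most calls, including 1 in the opposite direction where there is one. Further pathway members and IL7R were named after their values were seen. Single values were also compared by an exact permutation test of 3 against 3 libraries, whose smallest two-sided p is 0.1.
The alternatives were other pseudocounts, filters and scalings, a block for the replicate number, limma on FPKM with and without a trend or array weights, DESeq2 1.42.0, a test against a 2-fold change, leaving out each library in turn, other pathway members, rankings and reference distributions for GSEA, counts divided by 4, removal of each library's trend over GC content, and PMA replicates 2 and 3 added together.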

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

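The tests of library scaling, of cells of another type and of T cells, and the choice of what is listed in this part, were made after the results were seen, and the test of interferon genes was set out before its result was seen. Gene groups are listed here because they are not among the pathways that the paper discusses and were higher after PMA than in the untreated control libraries by camera with both the preset and an estimated correlation, and single genes because they are markers of other cell types that were called at least 2-fold higher than in the controls. Some members are shared with those pathways, such as IFI35 of the interferon-stimulated genes with macrophage activation.
All 32 tested interferon-stimulated genes were higher after PMA (32 when adjusted over the list alone), with a median log2 fold change of 5.09 (camera adjusted p = 1.09e-107, and adjusted p = 0.000625 with an estimated correlation). IFIT1 went from 4.22 ± 0.493 to 590 ± 26.1 CPM (counts scaled to library size) (SD, n = 3), and IFI44L from 1.44 ± 0.264 to 324 ± 8.12. Scaling of the libraries is argued against, since the median was still 3.76 under the scaling that lowered it most. Lymphoid, fibroblast or epithelial cells in the PMA cultures stay open: the 29 markers of such cells in the table had a median log2 fold change of 0.50, with 10 above 1, but at medians of 0.527 CPM without and 0.876 CPM with PMA they lie too near the floor to exclude such cells. The biological explanation tested was interferon made by the PMA-treated cells, and 2 interferon genes met the condition set for it: IFNB1 had 76, 73 and 46 counts in the PMA libraries against 0, 4 and 0, and IFNL1 had 31, 86 and 78 against 0, 0 and 0. Interferon may thus be a candidate source of this response, as a hypothesis found and tested on the same libraries.
TRAC, the constant region of the T-cell receptor alpha chain on chromosome 14 of hg38 from 22547506 to 22552156, had 5616, 5179 and 4871 counts in the PMA libraries against 30, 40 and 0 in the untreated ones, a log2 fold change of 8.10 (standard error 0.50, adjusted p = 5.13e-06 from edgeR's quasi-likelihood test). T cells in the PMA cultures stay open: the 13 of 25 T-cell transcripts in the table had a median log2 fold change of 1.25, with 7 above 1, but at medians of 0.103 CPM without and 0.392 CPM with PMA, against 81.1 for TRAC, they lie too near the floor to exclude such cells. The gamma chain constant genes TRGC1 and TRGC2, near-identical copies that may share reads, were lower after PMA, with log2 fold changes of −4.42 and −4.84. A response of the THP-1 cells to PMA also stays open and was not tested.
Among other lymphoid markers PAX5 had a log2 fold change of 3.59 (standard error 0.15), IL7R 3.31 (standard error 0.27) and NKG7 1.41 (standard error 0.36). Dendritic cell markers CD83, FLT3, ZBTB46 and FSCN1 had log2 fold changes of 2.41, 2.34, 1.28 and 1.02, and the eosinophil granule gene PRG2 had 2.39.
Integrins and adhesion molecules were higher for 21 of 29 genes and lower for 2 (22 and 2 when adjusted over the list alone), with a median of 1.59 (camera adjusted p = 1.27e-11, and adjusted p = 0.0359 with an estimated correlation). ITGB7, ITGB5 and ITGB3 had log2 fold changes of 4.46, 4.02 and 3.63, and SELPLG, the ligand of P-selectin, −3.58. Pattern recognition receptors were higher for 9 of 13 and lower for 1 (9 and 1 when adjusted over the list alone), with a median of 0.88 (camera adjusted p = 8.89e-06, and adjusted p = 0.0359 with an estimated correlation), among them the RNA sensors DDX58 at 4.62 and IFIH1 at 4.31 and the adaptor MYD88 at 2.24, with PYCARD at −0.87. Protein kinase C and MAPK feedback genes were higher for 15 of 22 and lower for 0 (15 and 0 when adjusted over the list alone), with a median of 0.61 (camera adjusted p = 7.41e-08, and adjusted p = 0.0359 with an estimated correlation), led by RASGRP3 at 6.28, the phosphatases DUSP4 at 4.61 and DUSP6 at 3.79, and SPRY2 at 4.00.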

How the results depend on the processing

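Limma on log2(FPKM + 1), counts divided by 4, removal of the GC trend and the sum of PMA replicates 2 and 3 were added after the data had been examined, and all other settings were set before. The settings with TMM factors from FPKM, quantile normalization, array weights or other pseudocounts were all limma on FPKM. In them the test and the input changed together with the scaling, weights or pseudocount. Of the 40 gene lists that could be tested, 14 had the same direction and side of the threshold in every setting run on them (not DESeq2 or the test against a 2-fold change), and 9 of the 26 past camera with its preset correlation also passed with an estimated one. Of the 195 named genes other than CEBPA, CEBPB, CEBPD, CEBPG, CEBPZ, CD68 and ITGAM, 187 kept direction and call in every setting that tested them, and CSF3R, FCGR2A, GP1BA, IRF8, MT-CO3, MTOR and SBNO2 lost the call in some. The test against a 2-fold change was run for counts of genes only, and genes under a mean FPKM of 5 were not tested with that filter. JMJD6, not called in any setting, changed sign from 0.05 to −0.10 with no filter, −0.01 with TMM factors from FPKM, −0.06 with array weights and −0.08 by DESeq2, and ranged from −0.08 without PMA replicate 1 to 0.13 without PMA replicate 3. The simulated recovery of 24% for a 1.5-fold change does not carry over to these data, nor does the number of false calls. The simulation changed far fewer genes than the 8485 called here and gave all genes the same dispersion. The FPKM minimum left 12947 of 35042 features tested, and what depth limits was not tested. The 8485 calls shared 8453 with the replicate block and 8246 with limma on log2(FPKM + 1). The median of all tested genes moved to −0.16 with no filter and to −0.14 by DESeq2, and changes in those settings are relative to it. Where a result changed, the cause was not tested, apart from the smaller number of genes under the mean FPKM filter and the larger one with no filter and by DESeq2.
Counts of genes moved by more than 1.5 times as follows. With a mean FPKM of at least 5, 2433 were higher, 2457 lower, 864 at least 2-fold higher and 484 at least 2-fold lower. At least 2-fold higher and lower were 3162 and 1852 with no filter, 3694 and 1879 by DESeq2, and 484 and 316 by limma with a pseudocount of 5. By limma on FPKM, at least 2-fold higher were 1189 with or without the trend, 1166 with TMM factors from FPKM, 1063 with quantile normalization and 1196 with array weights. The test against a 2-fold change called 1247 higher and 443 lower.
Developmental growth had normalized enrichment scores of −0.72 without the 50 most abundant genes, −0.87 by DESeq2, −0.96 with TMM factors from FPKM, −0.87 with array weights, −0.68 with library totals, −0.75 by limma without the trend, −0.73 by limma with it, −1.02 with no filter, −0.74 and −0.73 with pseudocounts of 0.1 and 5, −0.82 with quantile normalization, −0.62 ranked by log2 fold change and −0.88 by signal-to-noise ratio, none with an adjusted p under 0.05. Both forms of camera, which gives no such score, put this pathway in the downward direction. Macrophage activation passed at 1.80 by DESeq2, 1.91 with no filter, 1.68 with array weights and 1.60 by camera with the preset correlation. The pathway's own term alone could not be tested for developmental growth and developmental maturation, with fewer than 3 tested members.
Without one library at a time, the lowest and highest values were −0.78 and 0.79 for the score of developmental growth, −0.68 and −0.17 for CEBPA, 0.32 and 1.25 for CEBPB, −0.10 and 0.23 for the median of the C/EBP family, −0.12 and 0.09 for inhibitors of cyclin-dependent kinases (which passed without untreated replicate 3, at a median of 0.02), −0.04 and 0.04 for megakaryocyte and erythroid markers, −0.13 and 0.04 for metallothioneins, and −0.07 and 0.49 for mitochondrially encoded genes. CEBPA was called lower at −0.52 by DESeq2 and −0.59 with array weights.
Lists that passed with the preset correlation and not with an estimated one had medians of −0.37 (myeloid progenitor genes), −0.80 (mitosis), 1.83 (AP-1 and EGR factors), 1.63 (cytokines), 1.12 (NF-kB pathway), 0.68 (lysosome, and NADPH oxidase), 1.40 (matrix proteases), 1.36 (Fc and complement receptors), −1.16 (MHC class II), 1.32 (MHC class I), −0.57 (oxidative phosphorylation), −0.99 (ribosomal proteins), 0.50 (apoptosis), 0.97 (macrophage activation list), 1.28 (dendritic cell markers) and 3.31 (lymphoid markers). The estimated correlation lay under the preset 0.01 for dendritic cell markers (−0.2), lymphoid markers (−0.15) and Fc and complement receptors (−0.0395). The same held for myeloid progenitor genes (−0.0357) and apoptosis (−0.0346). Correlation above the preset is therefore not why those lists lost the call. Camera's adjusted p also rose to 0.0359 for myeloid transcription factors (from 7.73e-06, estimated correlation −0.0205). It rose to 0.0359 for pattern recognition receptors too (from 8.89e-06, estimated correlation −0.0647). The change between the forms of camera thus does not measure correlation between genes alone. The fit left 4 residual degrees of freedom, whose part in this was not tested. Myeloid progenitor genes no longer passed at −0.39 with TMM factors from FPKM, −0.41 with array weights, −0.37 by limma with or without the trend, −0.40 and −0.28 with pseudocounts of 0.1 and 5 and −0.38 with quantile normalization, nor did NADPH oxidase at 0.62 with TMM factors from FPKM, 0.64 with array weights and by limma with or without the trend, and 0.65 and 0.63 with pseudocounts of 0.1 and 5. All of these fits were limma on FPKM. With a mean FPKM of at least 5, Fc and complement receptors (0.56), NADPH oxidase (0.23), apoptosis (0.59) and lymphoid markers (4.21) no longer passed, inhibitors of cyclin-dependent kinases passed at 2.17 and the median of metallothioneins was 0.16. With no filter the E2F family (−0.67) and reference genes (−0.36) passed, and medians of uncalled lists changed sign for the C/EBP family (−0.54), cholesterol synthesis (−0.08), the unfolded protein response (−0.09), megakaryocyte and erythroid markers (2.58) and mitochondrially encoded genes (−0.05). Other changes of sign near 0 were −0.27 for mitochondrially encoded genes without the 50 most abundant genes, −0.10 and −0.02 for the C/EBP family and −0.03 for cholesterol synthesis with array weights or, for −0.02, a pseudocount of 5, 0.01 and 0.04 for metallothioneins and megakaryocyte markers with the GC trend removed, and 0.03 and 0.01 for the same lists with PMA replicates 2 and 3 added together.
The groups share only replicate numbers. Deviations of libraries with the same number correlated at 0.38, 0.04 and 0.03, and untreated replicate 2 correlated best with PMA replicate 3, at 0.23. With the replicate block 4657 genes were higher and 4758 lower, macrophage activation (1.63, adjusted p = 0.0441), developmental maturation (1.54, adjusted p = 0.0441), CEBPA (−0.41, adjusted p = 0.000977 by edgeR) and CEBPB (0.87, adjusted p = 0.0097 by edgeR) passed, and no other call on a list, pathway or named gene changed.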

Differences from the paper's values

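The error set against each difference was chosen after the scores of the re-analysis were seen, and the scores themselves come from tests chosen before. The axis of Supplementary Fig. 2g is titled as an enrichment score, but an unscaled score cannot exceed 1 in size, so its bars are compared here with normalized enrichment scores. The error set against each difference is the larger of a reading error of 0.05 and the SD over the fits without one library, since the paper states no error. The paper's text names neither its gene sets nor its ranking, and the sets used here were chosen by term name. This error covers neither difference. A value inside or outside it therefore does not decide whether the paper's score was recovered.
For macrophage activation the paper's score is about 1.3 in Supplementary Fig. 2g, read by eye, and the re-analysis gave 1.60. Of the alternatives set before the data were examined, the value fell within the error of the paper's with the regulation terms added to the members (1.35) and with the labelled splits as the reference (1.26), and under no other.
For myeloid cell differentiation the paper's score is about 1.1 in Supplementary Fig. 2g, read by eye, and the re-analysis gave 1.20. The value fell within the error without untreated replicate 1 (1.14) and with genes ranked by signal-to-noise ratio (1.14), and under no other alternative set before the data were examined.
For developmental maturation the paper's score is about 1.0 in Supplementary Fig. 2g, read by eye, and the re-analysis gave 1.46. Under none of the alternatives set before the data were examined did the value fall within the error, and it ranged from 1.11 to 1.65.
The paper places developmental growth involved in morphogenesis between macrophage activation and myeloid cell differentiation and developmental maturation last. In the re-analysis the order was macrophage activation, developmental maturation, myeloid cell differentiation and developmental growth, the last with a score of 0.65 against the paper's bar of about 1.2 in Supplementary Fig. 2g, read by eye. Without one library at a time this score lay from −0.78 to −0.70 or from 0.59 to 0.79, so its SD of 0.73 reflects changes of sign and does not decide whether the value differs. Its value was 1.24 with the regulation terms added to the members and 1.13 with a mean FPKM of at least 5. With the labelled splits as the reference it was 1.02. In other settings it fell below 0, as far as −1.02 with no filter. The paper states that all 4 pathways were activated. All 4 scores of the re-analysis were above 0 and none passed at an adjusted p under 0.05 (GSEA). Macrophage activation passed by DESeq2, with no filter on low values, with array weights, with the replicate block and by camera with its preset correlation, and developmental maturation with the replicate block, while no setting called the other 2 pathways.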

Other observations

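The tests of library depth were chosen after their results were seen, as was the removal of the GC trend as a setting. All 33 ribosome biogenesis genes were lower after PMA (33 when adjusted over the list alone), with a median log2 fold change of −1.15 (camera adjusted p = 2.12e-14, and adjusted p = 0.0359 with an estimated correlation). The nucleolar genes NOP16, NOLC1 and FBL had −1.87, −1.71 and −1.66. Of 38 cytosolic ribosomal protein genes 35 were lower (36 when adjusted over the list alone) at a median of −0.99 (camera adjusted p = 1.58e-07, and adjusted p = 0.406 with an estimated correlation), and of 32 oxidative phosphorylation genes 23 were lower (26 when adjusted over the list alone) at a median of −0.57 (camera adjusted p = 0.0013, and adjusted p = 0.598 with an estimated correlation). The classes of antigen presentation genes moved apart: 8 of 9 MHC class II genes were lower (9 when adjusted over the list alone), median −1.16 (camera adjusted p = 0.000159, and adjusted p = 0.23 with an estimated correlation), with HLA-DRA at −3.52 and the class II transactivator CIITA at −1.62, and 13 of 15 MHC class I genes were higher (13 when adjusted over the list alone), median 1.32 (camera adjusted p = 2.7e-05, and adjusted p = 0.181 with an estimated correlation), with HLA-E at 2.39 and the peptide transporter TAP1 at 2.13. Reads shared between HLA genes and their paralogs were not separated in these counts.
Cytokines and chemokines were higher for 12 of 15 and lower for 0 (12 and 1 when adjusted over the list alone), median 1.63 (camera adjusted p = 1.09e-07, and adjusted p = 0.0882 with an estimated correlation). This list held 34 genes. CXCL10 and CCL2 reached the FPKM minimum through the PMA libraries alone (mean FPKM 0 and 0.183 without PMA), which favours rises. CXCL10 had 0 counts in the untreated libraries and 1383 over the PMA libraries, at least 139-fold higher against the floor over the group, and CCL2, CCL3, whose reads may be shared with its copies, and CSF1 had log2 fold changes of 5.59, 4.68 and 3.87. NF-kB pathway genes were higher for 17 of 20 and lower for 2 (17 and 2 when adjusted over the list alone), median 1.12 (camera adjusted p = 7.59e-07, and adjusted p = 0.0739 with an estimated correlation), with TNFAIP3 at 4.20. Lysosome genes were higher for 28 of 38 and lower for 1 (28 and 1 when adjusted over the list alone), median 0.68 (camera adjusted p = 2.71e-07, and adjusted p = 0.118 with an estimated correlation), with CTSL at 3.04. Matrix proteases and their inhibitors were higher for 11 of 15 and lower for 2 (11 and 2 when adjusted over the list alone), median 1.40 (camera adjusted p = 1.09e-07, and adjusted p = 0.0824 with an estimated correlation), with MMP14 at 4.07 and SERPINB2 at −5.99. Fc and complement receptors were higher for 6 of 9 and lower for 2 (7 and 2 when adjusted over the list alone), median 1.36 (camera adjusted p = 0.00565, and adjusted p = 0.0882 with an estimated correlation), with C5AR1 at 4.70. NADPH oxidase genes were higher for 4 of 7 and lower for 1 (4 and 1 when adjusted over the list alone), median 0.68 (camera adjusted p = 0.0065, and adjusted p = 0.192 with an estimated correlation), with CYBB at 5.19. Apoptosis regulators were higher for 12 of 22 and lower for 3 (12 and 3 when adjusted over the list alone), median 0.50 (camera adjusted p = 0.0308, and adjusted p = 0.119 with an estimated correlation), with BCL2A1 at 4.44.
Lists that did not pass camera with the preset correlation are given as genes higher, lower and tested, each with the pair of counts when adjusted over the list alone: cholesterol synthesis 7, 6 and 24 (7 and 6), lipid transport 8, 10 and 22 (8 and 10), glycolysis and hypoxia 8, 12 and 25 (8 and 12), the unfolded protein response 12, 8 and 26 (12 and 9), metallothioneins and oxidative stress 7, 10 and 21 (7 and 10), transcription coactivators that phase-separate 9, 1 and 15 (9 and 1), genes that the paper names around C/EBPα 6, 4 and 12 (6 and 4), mitochondrially encoded genes 0, 1 and 13 (0 and 0) and reference genes 5, 7 and 15 (5 and 8). Of fibroblast and epithelial markers 1 was tested, KRT18, at −0.08. Within these lists APOE had 2.83, LPL −1.02, LDHA −1.42, HMOX1 4.80, catalase (CAT) −2.09 and the coactivators CREBBP and EP300 1.14 and 0.80, all called by edgeR. Of the genes that the paper names, NT5E (CD73) had a log2 fold change of 4.14 (standard error 0.24), IL1B 3.78 (standard error 0.17), IL6R 1.07 (standard error 0.09), ATP1B1 0.70 (standard error 0.10), CSF3R 0.31 (standard error 0.07), MTOR −0.26 (standard error 0.07), E2F1 −0.60 (standard error 0.15), KDM1A −0.83 (standard error 0.08) and GAPDH −0.72 (standard error 0.12), each called by edgeR. The call of CSF3R was lost by DESeq2 (0.18, adjusted p = 0.0862), with TMM factors from FPKM by limma (0.23, adjusted p = 0.0722) and with no filter by edgeR (0.16, adjusted p = 0.128, the highest over all settings, with 0.000629 the lowest). That of MTOR was lost by edgeR with a mean FPKM of at least 5 (−0.14, adjusted p = 0.117, the highest over all settings, with 0.0002 the lowest) and without untreated replicate 1 (−0.21, adjusted p = 0.0563). ADORA2A was under the FPKM minimum, with 50 counts in the untreated and 533 in the PMA libraries.
Called rises picked by fitted log2 fold change among genes whose groups do not overlap, apart from features with an identifier only, were CXCL10, CRMA (at least 95.7-fold higher), LINC01283 (at least 40.3-fold higher), GAPDHP32 (at least 24.0-fold higher), ADRA2B (4 counts in the untreated and 2923 in the PMA libraries) and VWF (8 and 2602 counts). Those with 0 untreated counts have lower bounds only and are not ranked against measured rises such as IFI44L at 7.80. Falls picked in the same way were SERPINB10 (831 and 4 counts), BCYRN1 (161 and 1 counts), MS4A3 at −6.65, SERPINB2, LINC02204 at −5.64, MGAM2 at −5.30, CACNA2D3 at −5.25, LGALS12 at −4.59, TRGC1 and TRGC2.
CEBPA and CEBPB differed between libraries of one group, with replicate 1 highest in both groups. In the PMA group library depth is argued against, since the library totals differed by 1.02-fold at most, against 1.69-fold for CEBPA and 2.22-fold for CEBPB. In the untreated group depth stays open: 0 of these genes were highest in the library with the most counts, both were lowest in the library with the fewest, and 3 libraries are too few to decide. GC content stays open too: the deviation of replicate 1 from its group mean correlated across 12940 genes with transcript GC content at a Spearman rho of 0.41 in the untreated and 0.51 in the PMA group (genes are not independent replicates), and removing the GC trend reduced the SD of log2 CEBPA by 33.3% and 36.0% and that of CEBPB by 9.92% and 23.9%, over 3 libraries per group. With the trend removed CEBPA had a log2 fold change of −0.32 (standard error 0.16, adjusted p = 0.102 by edgeR). No biological explanation was tested, since no sample label separates the replicates.
Of the 10 ways to part the 6 libraries into 3 and 3, only 1, the real one, called as many as 8485 genes, and the highest of the others called 0 (edgeR, adjusted p under 0.05), but 10 splits are too few for a share under 0.05. The groups did not overlap for 9107 of the tested genes, or 70.3%, where chance gives 10%.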
